# Comparative whole transcriptome analysis of gene expression in three canine soft tissue sarcoma types

**DOI:** 10.1371/journal.pone.0273705

**Published:** 2022-09-13

**Authors:** Lydia Lam, Tien Tien, Mark Wildung, Laura White, Rance K. Sellon, Janean L. Fidel, Eric A. Shelden

## Abstract

Soft tissue sarcomas are pleiotropic tumors of mesenchymal cell origin. These tumors are rare in humans but common in veterinary practice, where they comprise up to 15% of canine skin and subcutaneous cancers. Because they present similar morphologies, primary sites, and growth characteristics, they are treated similarly, generally by surgical resection followed by radiation therapy. Previous studies have examined a variety of genetic changes as potential drivers of tumorigenesis and progression in soft tissue sarcomas as well as their use as markers for soft tissue sarcoma subtypes. However, few studies employing next generation sequencing approaches have been published. Here, we have examined gene expression patterns in canine soft tissue sarcomas using RNA-seq analysis of samples obtained from archived formalin-fixed and paraffin-embedded tumors. We provide a computational framework for using resulting data to categorize tumors, perform cross species comparisons and identify genetic changes associated with tumorigenesis. Functional overrepresentation analysis of differentially expressed genes further implicate both common and tumor-type specific transcription factors as potential mediators of tumorigenesis and aggression. Implications for tumor-type specific therapies are discussed. Our results illustrate the potential utility of this approach for the discovery of new therapeutic approaches to the management of canine soft tissue sarcomas and support the view that both common and tumor-type specific mechanisms drive the development of these tumors.

## 1. Introduction

Canine soft tissue sarcomas (STS) are a large group of neoplasms derived from cells of mesenchymal origin that display similar histological appearance and clinical behavior [1–3]. Soft tissue sarcomas occur frequently in dogs, accounting for up to 15 percent of all skin and subcutaneous tumors. Up to 95,000 dogs are diagnosed with STS in the United States each year [4] and 20 to 30 percent of them die as a result of their disease [2]. In humans, STS are comparatively rare in adults, but they make up nearly 7% of cancers in adolescents [5]. Patients with unresectable, metastatic or advanced disease have a median survival time of 14 months [6]. The most common treatment for both canine and human STS is surgical excision with wide margins followed by radiation or chemotherapy to eliminate microscopic disease [7–9]. However, these pseudoencapsulated tumors often infiltrate extensively along fascial planes with indistinct histologic margins and can often occur on extremities; therefore, complete surgical excision with curative intent is often difficult to achieve. In the dog, recurrence is common, and high-grade sarcomas have at least a 40% chance of metastasizing [10].

Common canine STS histological subtypes include fibrosarcomas, peripheral nerve sheath tumors, and perivascular wall tumors [2]. STS are typically diagnosed by examination of tumor histology using hematoxylin and eosin-stained tissue sections. However, due to their similar histological appearance, differentiation of histological subtypes of STS using these methods is difficult [11, 12]. The diagnosis of specific tumor subtype can have both prognostic and therapeutic value [4, 11–13] and errors may have significant therapeutic consequences [14, 15]. The value of histologic type in canine soft tissue sarcomas is less clear, potentially due to the lack of consistent methods for accurate differentiation of STS type (3). To address this, several previous studies have examined the utility of immunological and genetic markers for canine STS. For example, expression of the S100 family of calcium binding proteins and the intermediate filament proteins desmin and vimentin have been examined as a diagnostic marker for peripheral nerve sheath tumors [16], and the absence of staining for S100, desmin, CD31, and AE1/AE3 has been used to diagnose fibrosarcomas [12]. Klopfleisch et al examined the expression of mRNAs in canine fibrosarcomas and peripheral nerve sheath tumors using microarrays and identified 77 differentially expressed transcripts [17]. However, in a subsequent study only 2 were deemed useful for differentiation of tumor types using reverse transcriptase polymerase chain reaction (RT-PCR) methods [18]. Additionally, some studies have indicated that immunological staining for some markers, such as S100, provides poor diagnostic accuracy [13], and that over 20% of canine and human STS are not accurately diagnosed using these approaches [12].

Immunohistochemistry, microarrays, and RT-PCR are difficult to use for quantitative studies of gene expression and have comparatively low sensitivity. High-throughput nucleotide sequencing methods such as RNA-seq address these limitations and are revolutionizing clinical diagnostic procedures [19]. Applications in veterinary practice are also emerging [20]. RNA-seq can provide quantitative expression data for thousands of genes in a single sample, and computational approaches have been developed to analyze resulting complex data sets [21]. RNA-seq has been used to distinguish tumor subtypes in human sarcoma [22, 23] and canine melanoma, hemangiosarcoma, urothelial carcinoma and osteosarcoma [24–26]. Comparison with gene expression patterns in appropriate normal controls can generate insights into tumor etiology and behavior that can form the basis of therapeutic interventions [27]. To date, however, we are aware of only one study that has examined canine STS using these methods, and tumor type-specific gene expression patterns were not assessed in that study [28].

In the present study, we examined gene expression levels in formalin-fixed, paraffin-embedded canine STS obtained during routine clinical practice using RNA-seq. We established procedures for clustering tumors based on similar gene expression patterns and identified normal canine tissue data sets for analysis of tumor etiology. Our results support and extend previous studies showing the potential of gene expression patterns to identify tumor-subtypes in STS and underscore commonalities between canine and human STS subtypes. Our results also identify potential common and tumor-type specific drivers of tumorigenesis in canine STS and as well as potential therapeutic compounds targeting them that may have clinical value in the treatment of associated disease.

## 2. Materials and methods

### 2.1 Animals and samples

Sixteen samples were obtained from formalin-fixed, paraffin-embedded (FFPE) canine soft tissue sarcomas that were retroactively identified from archived tumor tissue submitted to the Washington Animal Disease Diagnostic Laboratory (WADDL) from the Washington State University Veterinary Teaching Hospital between 2015 to 2019. Samples were selected based on 1) adequate tissue volume for sampling, and 2) having at least one year of follow-up available. Clinical follow-up data were obtained in a retrospective manner through medical records and phone contact with the referring veterinarian and owners. The sectioned and H&E-stained slides from the samples were evaluated by a single board-certified anatomic pathologist (LW) for histologic grade (including mitotic index, percentage of necrosis, and differentiation score) (3), presence of inflammation, tumor subtype, and surgical margin status. Clinical data can be found in S1 Table. All work with canine tissue samples was approved by Washington State University’s Institutional Animal Use and Care (IACUC) committee.

### 2.2 RNA extraction, preparation, and sequencing

Two 50-micron thick sections were obtained from each FFPE tumor sample and processed for total RNA extraction using an Qiagen RNeasy FFPE kit. One microgram of total RNA was enriched for mRNA using Ribominus Eukaryotic V2 (Invitrogen). Sequencing libraries were constructed using 200 nanograms of enriched mRNA and the Ion Total RNA-Seq Kit V2 (Life Technologies) without further fragmentation while all purification and size selection were performed using AMPureXP beads (Beckman Coulter genomics). Emulsion PCR to generate library decorated ion spheres was performed using an Ion Chef (Life). Libraries were sequenced in two groups with an Ion Proton and six Ion P1 semiconductor sequencing chips, using Ion P1 Hi-Q reagents (Life). RNA seq reads were aligned to a recent canine reference genome (ROS-canfam-01) using STAR2 [29] and counted using htseq-count [30]. FASTQ files and counts of aligned reads are available from the NCBI GEO repository, accession number GSE208664. An initial analysis of tumor specific genes was conducted after batch effects adjustment using the R package “Combat-seq” [31], however we observed no subsequent improvement in the number of identified tumor specific differentially expressed genes (DEGs) and this approach was not used for further analysis.

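The names of 9 of the 16 tumors begin with S1 and those of the other 7 with S2, and this prefix was taken as a possible sequencing group, since the paper's text does not name the tumors of each group. The read counts per gene were adjusted with ComBat-seq, with the prefix as the batch and the tumor type kept as the group. DEGs of each tumor type against both other types pooled were counted before and after the adjustment with edgeR's quasi-likelihood test, at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. With tumors grouped by histology, 297 DEGs were found for fibrosarcomas (FS) after the adjustment and 205 before it, of which 170 were shared. For peripheral nerve sheath tumors (PNST) and perivascular wall tumors (PWT), 0 DEGs were found both before and after, while 1149 and 2040 genes had an unadjusted p-value under 0.05 after the adjustment. In the final groups, in which the paper had reassigned 2 tumors, 1703 DEGs were found for FS after the adjustment, and 1292 of these were also DEGs before it. PWT had 410 DEGs after the adjustment, of which 172 were also found before it. In edgeR's model with the prefix as a term, in place of the adjustment, 0 of the 327 DEGs of PWT were still DEGs (1633 genes at an unadjusted p-value under 0.05). PNST had 5 DEGs after the adjustment (*FBLN2*, *PTPRN2*, *SLC46A1* and *UNC79*, all higher, and the snoRNA gene *LOC119867575*, lower, all named after their values were seen) and 0 before it. The prefix was unevenly spread over the final groups, with 3 S1 tumors among 4 FS, 5 among 6 PNST and 1 among 6 PWT. ComBat-seq kept the type as the group, and the adjusted counts were then tested without a term for the prefix. In so uneven a design, a higher number of DEGs after the adjustment is therefore no evidence of more differences between types.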

### 2.3 Additional RNA-seq data

RNA-Seq datasets obtained from normal canine tissues were downloaded from the NCBI sequence read archive database (SRA) using “prefetch”, and FASTQ files were produced using “fastq-dump”. Normal canine endothelial and vascular smooth muscle cell [32], soft tissue [33], skin [34], and stromal tissue [35] data sets were obtained from SRA project archives PRJNA484120, PRJNA449364, PRJNA516470, and PRJNA557680, respectively. RNA-seq data for human soft tissue sarcomas was downloaded from The Cancer Genome Atlas Program (TCGA) using the R package “TCGABiolinks” [36].

### 2.4 Data analysis

Principle component analysis of tumor data was conducted using the R package “FactoMineR” [37]. Comparisons of gene expression levels between tumor types and between tumor and normal tissue datasets was conducted using “DESeq2” [38]. Differentially expressed genes (DEGs) were defined by an adjusted p value (padj) of less than 0.05 and a log2fold change greater than 1. Identified DEGs were examined for statistically significant enrichment of genes expressed by human soft tissue sarcomas (HP:0030448, hpo.jax.org) using the “enrichr” function in the R package “clusterprofileR” [39]. DEGs with outlying expression levels in each tumor group were identified using the R base function “boxplot” using default parameters, and the number of such DEGs for each sample is provided in S3 Table. Comparative analysis of gene expression patterns between canine and human soft tissue sarcomas was conducted using the R package “AICcmodavg” [40] to calculate the Akaike’s information criterion (AIC). Gene set overrepresentation analysis was conducted by querying the ENRICHR web site [41] using the R package “enrichR” [42] and data libraries listed in S8 Table. Unsupervised hierarchical clustering and generation of heatmaps was conducted using the “heatmap.2” function in the R package “gplots” [43]. Custom R scripts were written to perform permutation tests for statistical significance and to identify and present the most significant gene set enrichments. Dot-plots were produced using the R package “ggplot2” [44]. All scripts can be obtained from the GitHub repository “eshelden/cSTS” or by request.

## 3. Results

### 3.1 Canine soft tissue sarcoma tumor types can be differentiated by gene expression patterns

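RNA from formalin-fixed, paraffin-embedded sections of 16 canine tumors was sequenced, and the authors deposited the number of reads they counted on each of 41818 genes with htseq-count, without normalization. The 9 tumors with the prefix S1 were each sequenced in 3 runs and the 7 with the prefix S2 in 1 run, and runs of the same tumor were summed here, so that each tumor is 1 sample. By histology, 5 tumors were fibrosarcomas (FS), 5 were peripheral nerve sheath tumors (PNST) and 6 were perivascular wall tumors (PWT). In the paper's final groups, which hold 4 FS, 6 PNST and 6 PWT, S2-8 had moved from FS to PWT and S1-10 from PWT to PNST. Between 507728 counts (S1-12) and 4311876 counts (S1-3) fell on genes. In the final groups, totals ranged from 507728 to 2781899 in FS (median 2023563.5), from 1545839 to 4311876 in PNST (median 2984704) and from 726025 to 2234165 in PWT (median 1611104.5). By histology, the median totals were 1770203 in FS, 3016271 in PNST and 1732567.5 in PWT. Per tumor, 22.9% to 30.6% of the reads listed were on genes, 41.8% to 66.7% lay outside genes, 9.11% to 31.6% had more than 1 alignment and 0.410% to 1.68% were ambiguous between genes. The paper's text does not name whether reads were counted by strand, so counts of overlapping and antisense genes are uncertain, as are those of genes with near-identical copies such as tRNA, snRNA and snoRNA genes. For the tests, counts were normalized with TMM, and the 15408 genes with at least 10 counts in at least 4 of the 16 tumors were kept. Counts were simulated for these genes with 200 of them changed at least 4-fold. The edgeR test recovered 79% of the changed genes for FS, 79.5% for PNST and 84% for PWT. Of its calls, 3.66% to 5.62% were false. The other types were given the same level in the simulation, and no prefix effect was added. These rates therefore do not show the power for smaller changes, or where the other types differ. Expression levels of single genes are given as CPM, the count divided by the tumor's total after TMM scaling, and the intervals given for single counts cover counting error only. S1-4 and S1-5 have identical entries in S1 Table, and their counts were the most similar of all pairs of tumors (Spearman's rho over genes 0.923, against at most 0.911 in any other pair). They differed with a chi-square of 12.1 per degree of freedom over genes, against 1.26 to 2.02 between runs of the same tumor, so they are not runs of one library. Whether they are 2 tumors or 2 samples of one dog is not stated. They were counted as 2, and the 6 PNST may thus come from 5 dogs.

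**Figure D1:**
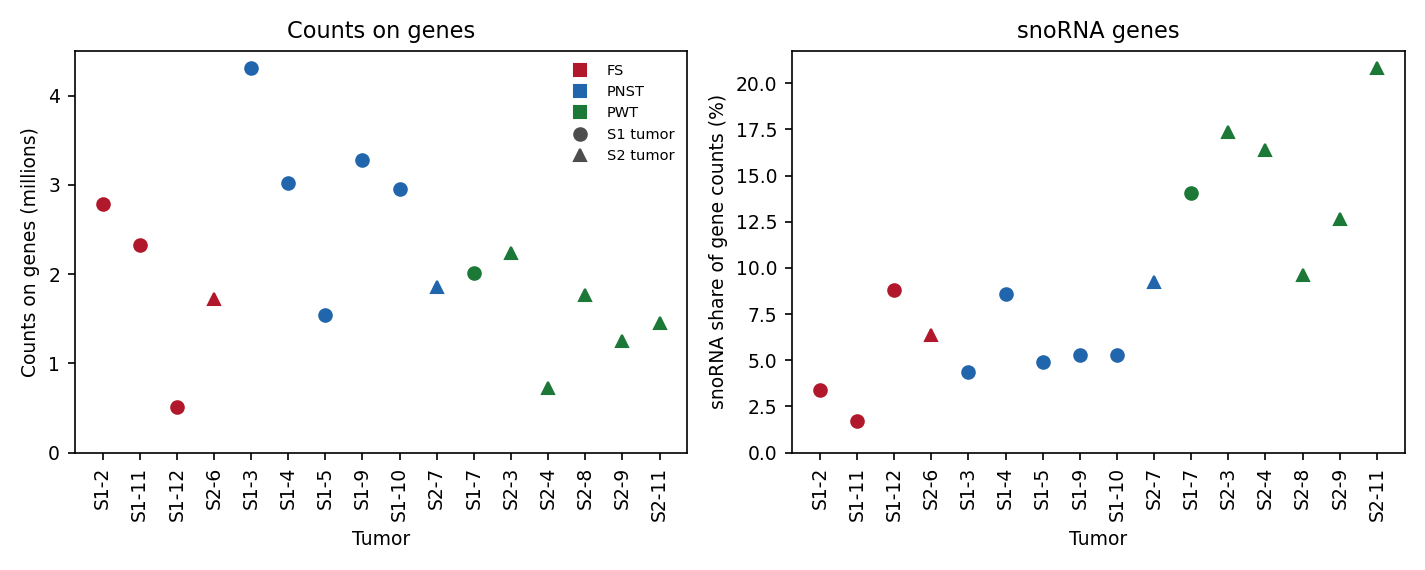
Counts on genes in each tumor and the share of these counts on small nucleolar RNA (snoRNA) genes, in percent, in the final groups of FS (red), PNST (blue) and PWT (green), with circles for S1 tumors and triangles for S2 tumors. The snoRNA share was 9.61% to 20.8% in PWT, 4.39% to 9.21% in PNST and 1.69% to 8.79% in FS.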

Tumors were first placed into groups (fibrosarcomas (FS), peripheral nerve sheath tumors (PNST) and perivascular wall tumors (PWT)) based on histological analysis. Initial tumor designations and characteristics can be found in S1 Table. Fibrosarcomas were characterized by the presence of long cellular streams containing collagenous stroma. Peripheral nerve sheath tumors displayed short, interlacing fascicles often with storiform pattern (fingerprint) and nuclear palisading. Perivascular wall tumors displayed perivascular patterns often including perivascular whorls. Typical examples are shown in Fig 1.

**Fig 1:**
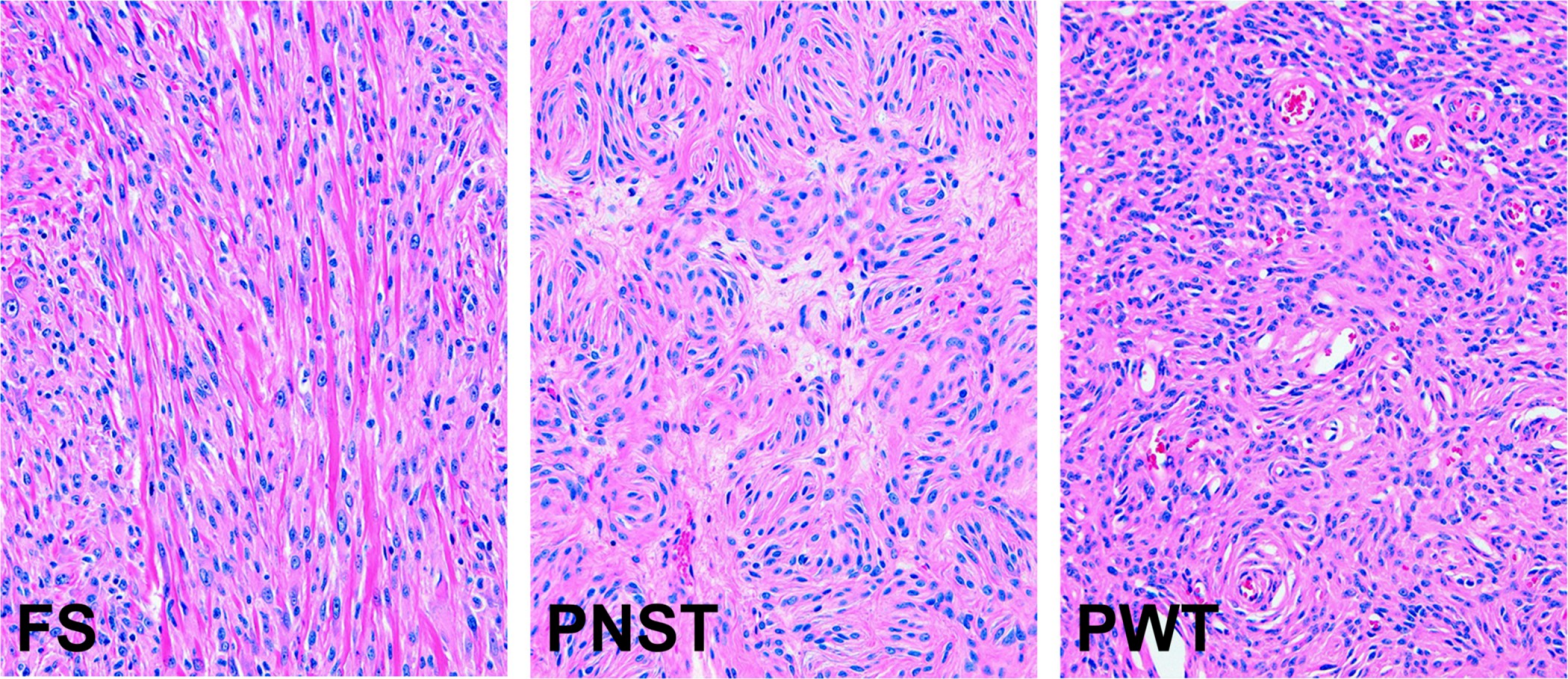
Typical histologies of canine soft tissue sarcomas. Hematoxylin and eosin-stained paraffin sections of canine soft tissue sarcoma tumors, showing typical morphologies of fibrosarcomas (FS), peripheral nerve sheath tumors (PNST) and perivascular wall tumors (PWT).

An initial unsupervised clustering of samples using principal component analysis of the 500 most variably expressed genes showed clustering of most samples by assigned tumor type, but some clustered with other tumor types (A in S2 Fig). 

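Counts were transformed with DESeq2's rlog, and the resulting values differed by at most 5.00e-05 from those of the paper's S2 Table over the 1999 genes of that table read here. Components 1 and 2 of the 500 most variable genes held 28.9% and 19.3% of the variance. Separation of the groups on each component was tested by permuting labels 100000 times, with the sum of squares between groups as the statistic and Benjamini-Hochberg adjustment over 6 tests. On component 1, the histology groups gave a permutation p = 0.0945 (adjusted 0.260), and p = 0.104 when labels were permuted only among tumors with the same prefix. On component 2, the histology groups gave a permutation p = 0.257 (adjusted 0.308). With S2-8 and S1-10 in the paper's final groups, the permutation p on component 1 was 0.00865 (adjusted 0.0519), and 0.0125 within prefixes, and on component 2 it was 0.131 (adjusted 0.260). The prefix itself gave a permutation p of 0.174 on component 1 (adjusted 0.260) and 0.862 on component 2. S2-8, an FS by histology, lay at 17.9 on component 1, while the other 4 FS lay between -35.9 and -3.80. S1-10, a PWT by histology, lay at 16.1, inside the range of the other PWT by histology (from -12.3 for S2-3 to 17.3 for S2-11) and of the PNST (from -14.7 for S1-4 to 17.7 for S1-9).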

K-means clustering also failed to place samples into groups corresponding to histological diagnoses (B in S2 Fig). 

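K-means clustering with 3 centres and 25 starts on the same values put S1-11, an FS, alone in the first cluster. The second cluster held 5 tumors, the FS S1-2 and S1-12, the PNST S1-4 and S1-5 and the PWT S2-3. The third held the other 10 tumors, of all 3 types. The adjusted Rand index, which is 1 for identical groupings and averages 0 for random ones, was -0.00144 between clusters and histology (jackknife standard error 0.150 over 16 tumors).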

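In the histology groups, edgeR's quasi-likelihood test found 205 DEGs for FS, of which 191 were higher and 14 lower in FS than in the other 11 tumors. For PNST and for PWT it found 0 DEGs, and 1226 and 2232 of the 15408 genes had an unadjusted p-value under 0.05. DESeq2's Wald test with its default filtering, the tool the paper's methods name, called 761 genes in FS, of which 598 were higher, 111 genes higher and 122 lower in PWT, and 6 higher and 5 lower in PNST. Of the 205 DEGs of FS from edgeR, 200 were among those from DESeq2. Single tumors moved the edgeR count for FS more than any normalization, which gave 229 DEGs with RLE and 170 with upper quartile factors. It fell to 8 without S1-11, 35 without S2-6, 62 without S1-10, 69 without S1-12 and 75 without S1-7, and rose to 1235 without S2-8.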

Differential expression analysis of genes comparing sample groups based on histology identified 761 DEGs specific for fibrosarcomas, 233 DEGs specific for perivascular wall tumors, and 11 DEGs specific for peripheral nerve sheath tumors. A permutation test revealed that the number of DEGs identified for fibrosarcomas and perivascular wall tumors, but not peripheral nerve sheath tumors were significantly greater than expected from random sampling (p < .01, p < .05 and p > .05, respectively). However, counting the number of DEGs for each sample where its expression level was an outlier among samples of the same histological subtype identified two (S1-10 and S2-8), that poorly matched their assigned subtype (S3 Table). 

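As a comparison with random sampling, tumors were divided at random into groups of the same sizes and DEGs were counted again, with the real groups as 1 of 100 splits for edgeR and 1 of 50 splits for DESeq2. For FS, 1 of 100 splits, the real one, reached 205 DEGs with edgeR, and the highest count in the others was 63. With DESeq2, 1 of 50 splits reached the count for FS, and the others had a median of 2 DEGs and a highest count of 224. The count for PWT with DESeq2 was reached by 2 of 50 splits, with a median of 3 DEGs in the others and a highest count of 1462. For PNST, 20 of 50 splits reached the count with DESeq2, and the highest count in the others was 623. With edgeR, where both these types had 0 DEGs, the random groups reached up to 247 DEGs in groups of the size of PNST and 768 in groups of the size of PWT. The group with 768 DEGs held S1-2, S1-11, S1-12 and S2-6, the 4 FS of the paper's final groups, with S2-3 and S2-4.

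**Figure D2:**
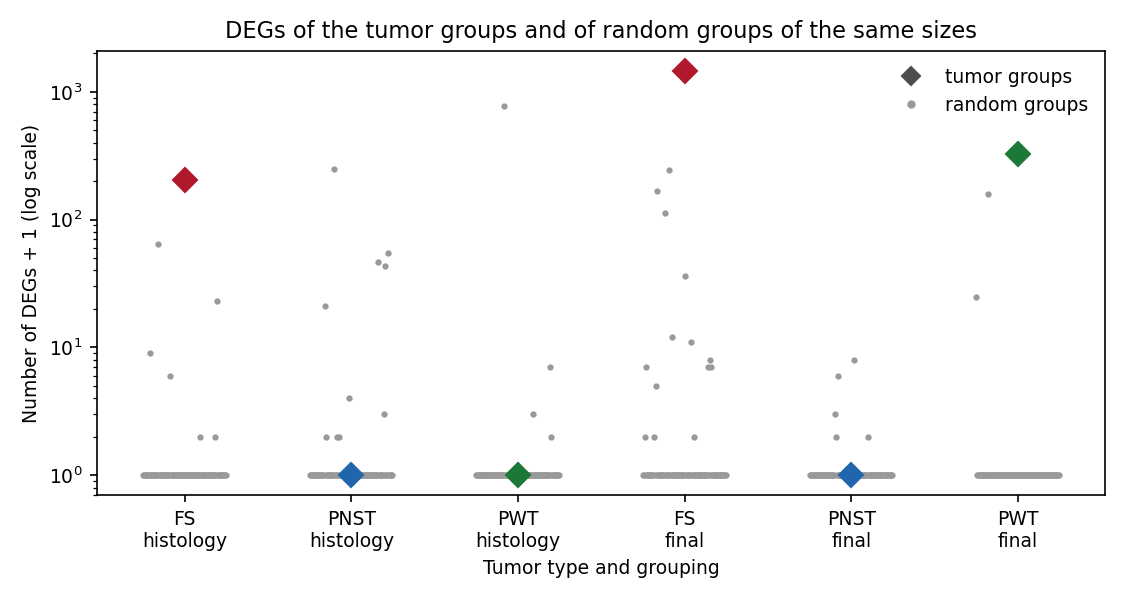
Number of DEGs from edgeR for each tumor type in the histology and final groups (diamonds, red for FS, blue for PNST and green for PWT) and in random groups of the same sizes (grey points), as counts plus 1 on a log scale. For FS by histology the 205 DEGs lie above the highest random count of 63.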

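A tumor was taken as an outlier for a DEG when its rlog value lay more than 1.5 interquartile ranges beyond the box of its histology group, the default of R's boxplot. Over the 205 DEGs of FS from edgeR, S2-8 was an outlier in 65 (31.7%), and the other 4 FS in 7 to 14. Log2 CPM gave 69 for S2-8 and the variance stabilizing transformation 63. PNST and PWT had 0 DEGs from edgeR to count, so the DEGs from DESeq2 were used for them, a choice made after seeing the data. S2-8 was an outlier in 180 of the DEGs of FS from DESeq2 (23.7%), and the other 4 FS in 31 to 48. With S2-8 left out, S1-10 was an outlier in 75 of 521 DEGs of PWT (14.4%), and the other 5 PWT by histology in 2 (S1-7) to 28 (S2-11). With both tumors left out, the 5 PNST were outliers in 11 to 23 of 185 DEGs.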

We first removed these samples and recalculated tumor-type specific DEGs, then performed unsupervised hierarchical clustering of all tumors using the 185 most variable resulting DEGs for each tumor type. This analysis reassigned the two outliers (S1 Table). 

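Without S1-10 and S2-8, 14 tumors remained, 4 FS, 5 PNST and 5 PWT, and 15102 genes had at least 10 counts in at least 4 of them. From edgeR's quasi-likelihood test, FS had 1028 DEGs (622 higher and 406 lower) and PWT 140 (109 higher and 31 lower). PNST had 0 DEGs, with 1993 genes at an unadjusted p-value under 0.05. The 185 most variable DEGs of FS together with the 140 of PWT made 324 distinct genes. DESeq2 gave 1714 DEGs for FS, 776 for PWT and 185 for PNST, and 497 distinct genes.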

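All 16 tumors were clustered on z-scores of the rlog values of the 324 genes, with Euclidean distance and complete linkage, after the 4 FS, 5 PNST and 5 PWT had been used to select the genes. S1-10 joined the 5 PNST, at a mean distance of 14.2 from them, 23.5 from the PWT and 30.6 from the FS. S2-8 joined the 5 PWT, at a mean distance of 16.6 from them, 18.7 from the PNST and 34.0 from the FS. The distance to PNST minus the distance to PWT was -9.33 for S1-10 and 2.18 for S2-8, and the distances to single tumors of the same type had an SD of 2.04 and 1.45 (pooled over 5 PNST and 5 PWT). Of the tumors used to select the genes, 4 of 5 PNST were S1 tumors and 4 of 5 PWT were S2 tumors. Each of S1-10 and S2-8 thus joined the type with mostly its own prefix. These distances therefore do not part type from prefix, though the single tumor nearest to S2-8 was S1-7. Average linkage, and genes from DESeq2, gave the same neighbors. On all 1155 DEGs the nearest types were the same, while PNST and PWT formed 1 cluster with both tumors. On the 500 most variable genes, without a selection by type, S1-10 lay slightly closer to PWT (difference 0.969), and S2-8 also lay closer to PWT (3.98). After ComBat-seq adjustment for the prefix without a term for type, both tumors lay closer to PNST (differences of -1.32 for S1-10 and -1.43 for S2-8). PNST and PWT formed 1 cluster. All 185 genes of this setting were DEGs of FS, and 0 DEGs of PNST or PWT were found in it. It therefore does not decide between PNST and PWT. From the numbers of outlying DEGs and its hierarchical clustering, the paper assigns S1-10 to PNST and S2-8 to PWT. Its later comparisons use these groups.

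**Figure D3:**
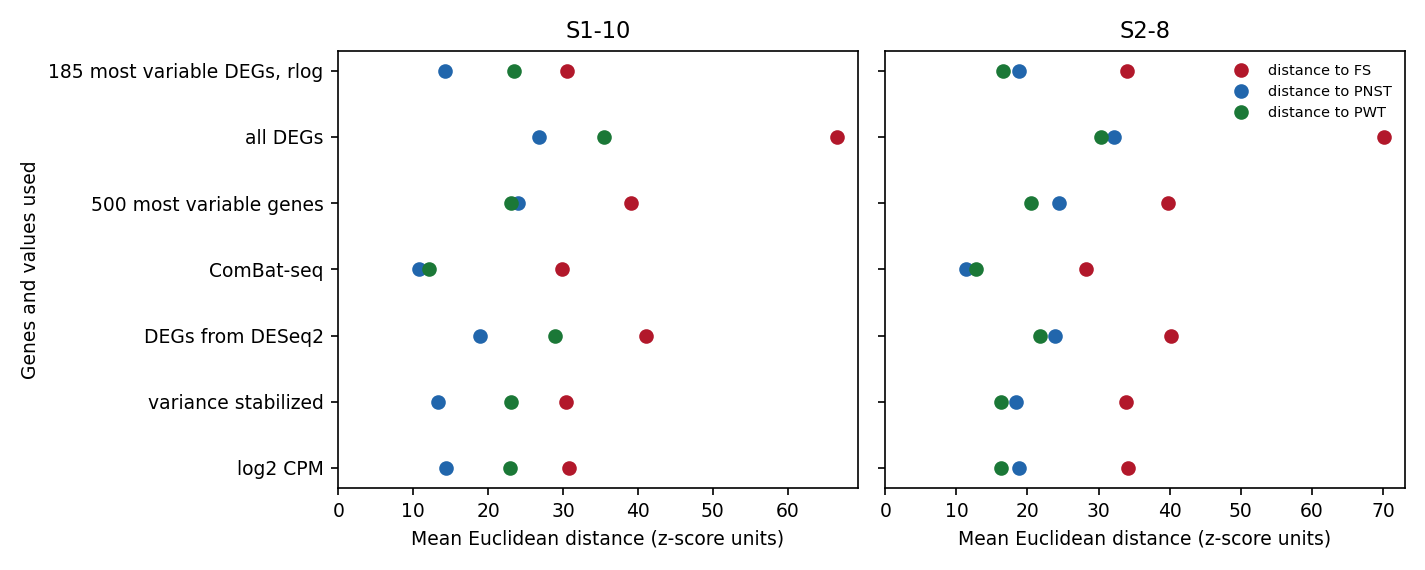
Mean Euclidean distance of S1-10 (left) and S2-8 (right) to the FS (red), PNST (blue) and PWT (green) on z-scores, with the genes and values used on the vertical axis. S1-10 lies nearest to PNST in every setting shown but the 500 most variable genes, and S2-8 nearest to PWT in every setting shown but ComBat-seq. The genes of the ComBat-seq setting were DEGs of FS only.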

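In the final groups, edgeR's quasi-likelihood test found 1457 DEGs for FS (890 higher and 567 lower) and 327 for PWT (217 higher and 110 lower). For PNST it found 0 DEGs, with 2415 genes at an unadjusted p-value under 0.05. This fit pools both other types into a single level. In edgeR's model with 3 groups PNST did have DEGs, and the 3 types together had 2694, against 1784 with pooling. DESeq2 found 1304 genes higher and 786 lower in FS, 423 higher and 452 lower in PWT, and 89 higher and 202 lower in PNST, and 1414 of the DEGs of FS and 324 of those of PWT from edgeR were among them. Of the DESeq2 calls in the histology groups, 733 for FS, 205 for PWT and 11 for PNST were also made in the final groups. The number of DEGs for PWT from edgeR fell to 11 without S2-11, 14 without S2-4, 148 without S2-3, 153 without S2-9, 212 without S1-9 and 216 without S1-11, and rose to 487 without S2-7. For FS it fell to 911 without S1-11 and stayed between 911 and 1583 when each tumor was left out in turn. In these fits with pooled types, PNST had at most 3 DEGs (*ATAD2*, *FOXRED2* and *UNC79*, without S1-7, named after their values were seen). With the prefix as a term of the edgeR model, 1268 of the 1457 DEGs of FS and 0 of the 327 DEGs of PWT were still DEGs, and 1633 genes had an unadjusted p-value under 0.05 for PWT. The median absolute log2 fold change of these 327 genes was 1.32 with the term and 1.56 without it, all in the same direction, and their median standard error rose from 0.35 to 0.42.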

The final number of DEGs calculated for each tumor group was 2090 (FS), 875 (PWT) and 291 (PNST). 

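Random groups of the same sizes were drawn as for the histology groups. With edgeR, the counts for FS and for PWT in the final groups were each reached by 1 of 100 splits, the real one, and the highest counts in the others were 243 and 157. The group with 157 DEGs held S1-11 and the 5 S1 tumors of PNST and was one of 6 splits at least as uneven in prefix as the real PWT. For PNST, with 0 DEGs, the highest random count was 7. With DESeq2, 1 of 50 splits reached the count for FS, 1 that for PWT and 3 that for PNST, and the highest counts in the others were 243, 257 and 316. Of the 7 random splits at least as uneven in prefix as the real PNST, S1-2 with S2-3, S2-4, S2-6, S2-8 and S2-9 had 313 DEGs against 291 for PNST, and the other 6 had at most 103. With the prefix as a term of the DESeq2 model, 95 of the 291 were still DEGs. Since S1-10 and S2-8 were reassigned by their expression, the same step was applied to 99 random labelings of the tumors with limma's test, and with the real labels it gave 54 DEGs over the 3 types before and 1524 after outliers were moved to their nearest type. In this procedure both S1-10 and S2-8 moved to PNST. The real labels gained 1470 DEGs, and the largest gain in the random labelings was 491, with a gain in 37 of the 99.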

Permutation tests showed that reassignment increased the significance of resulting DEG identification from p = .003 to p < .001 (FS), p = .027 to p = .002 (PWT), and p = .297 to p = .019 (PNST). The final list of DEGs specific to each tumor type is provided in S5 Table.

Hierarchical clustering of all samples using normalized expression of final DEGs is shown in Fig 2A. To avoid biasing this analysis for DEGs identified in fibrosarcomas, only the most significantly different 291 DEGs for each tumor type were included. Examination of the resulting figure suggests that peripheral nerve sheath tumors and perivascular wall tumors (groups labeled 1 and 2) are genetically more like each other and have less within-subtype variation in gene expression than fibrosarcomas (group 3). In contrast, fibrosarcomas are readily distinguishable from other tumor types, but also display a high degree of within-subtype variability, especially for upregulated genes. 

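Mean pairwise Euclidean distances on rlog values of the 500 most variable genes were 60.3 within FS, 39.6 within PNST and 32.9 within PWT in the final groups. The distance within FS minus the mean of the other two types was 24.1 (one-sided permutation test of the labels, p = 0.00062), and between 21.1 and 28.3 when each tumor was left out in turn. Among tumors with the same prefix, it was 60.9 within 3 S1 FS, 39.8 within 5 S1 PNST and 34.2 within 5 S2 PWT, and no other type had 2 tumors with a shared prefix. After sampling every tumor to 507728 counts, the difference was 16.4 (one-sided permutation test, p = 0.00021). Between types, the mean distance was 37.8 for PNST and PWT, 57.0 for FS and PNST and 56.5 for FS and PWT. On the 495 distinct genes among up to 250 DEGs with the smallest p-values of each type, distances were 24.3 within FS, 14.7 within PNST and 14.6 within PWT (one-sided permutation test of the difference of 9.61, p = 0.0668). These genes were selected by type, and with histology groups in place of final groups the difference was 14.7 (p = 0.00158, same permutation test). On the same genes PNST and PWT lay 22.7 apart, FS and PNST 34.1 and FS and PWT 40.3.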

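On the 890 DEGs that were higher in FS, the mean distance was 40.4 within FS, 21.4 within PNST and 21.6 within PWT (one-sided permutation test of the difference of 18.9, p = 0.0141). On the 567 DEGs that were lower in FS, it was 15.9 within FS, 17.4 within PNST and 17.4 within PWT, a difference of -1.53 (one-sided permutation test, p = 0.726). Both sets of genes were selected by their level in FS, and rlog values vary less where counts are low, so neither p-value tests the variability of FS as such.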

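The mean silhouette width of the final groups on the first 2 components was 0.673, on the 495 genes taken from the DEGs of FS and PWT by edgeR. It was 0.707 on 722 genes from the DEGs of the 3 types by DESeq2. With the histology groups and their 205 DEGs from edgeR it was 0.124. Since genes selected by the labels part any groups to some degree, the selection of 250 genes of each type with the smallest p-values was repeated for 99 random labelings with limma's test. The real labels gave a silhouette width of 0.703 and the random labelings 0.321 to 0.665, with a median of 0.523. The final groups had been reassigned by expression, and the histology groups gave 0.518. After each random labeling had its own reassignment, a test chosen after the values were seen, the widths were 0.269 to 0.667.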

Unsupervised principal component analysis of tumor samples based on the 250 most significant DEGs for each tumor type unambiguously distinguishes three tumor groups (Fig 2B). 

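On the 495 genes from edgeR, component 1 held 56.8% of the variance (jackknife standard error 7.81 over 16 tumors) and component 2 held 18.5% (jackknife standard error 5.70). On the 722 genes from DESeq2 the components held 42.1% and 29.5%. With the 250 genes of the smallest p-values of each type from edgeR, DEGs or not, a choice made after seeing the data, they held 40.4% and 32.2% of the variance over 732 genes.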

Perivascular wall and peripheral nerve sheath tumors group together on principle component axis 1 (Dim. 1) which explains 42.2% of total variance, while fibrosarcoma tumor samples are located further from the other two tumor types along Dim.1 as well as each other on Dim.2, which explains 29.6% of total variance.

**Fig 2:**
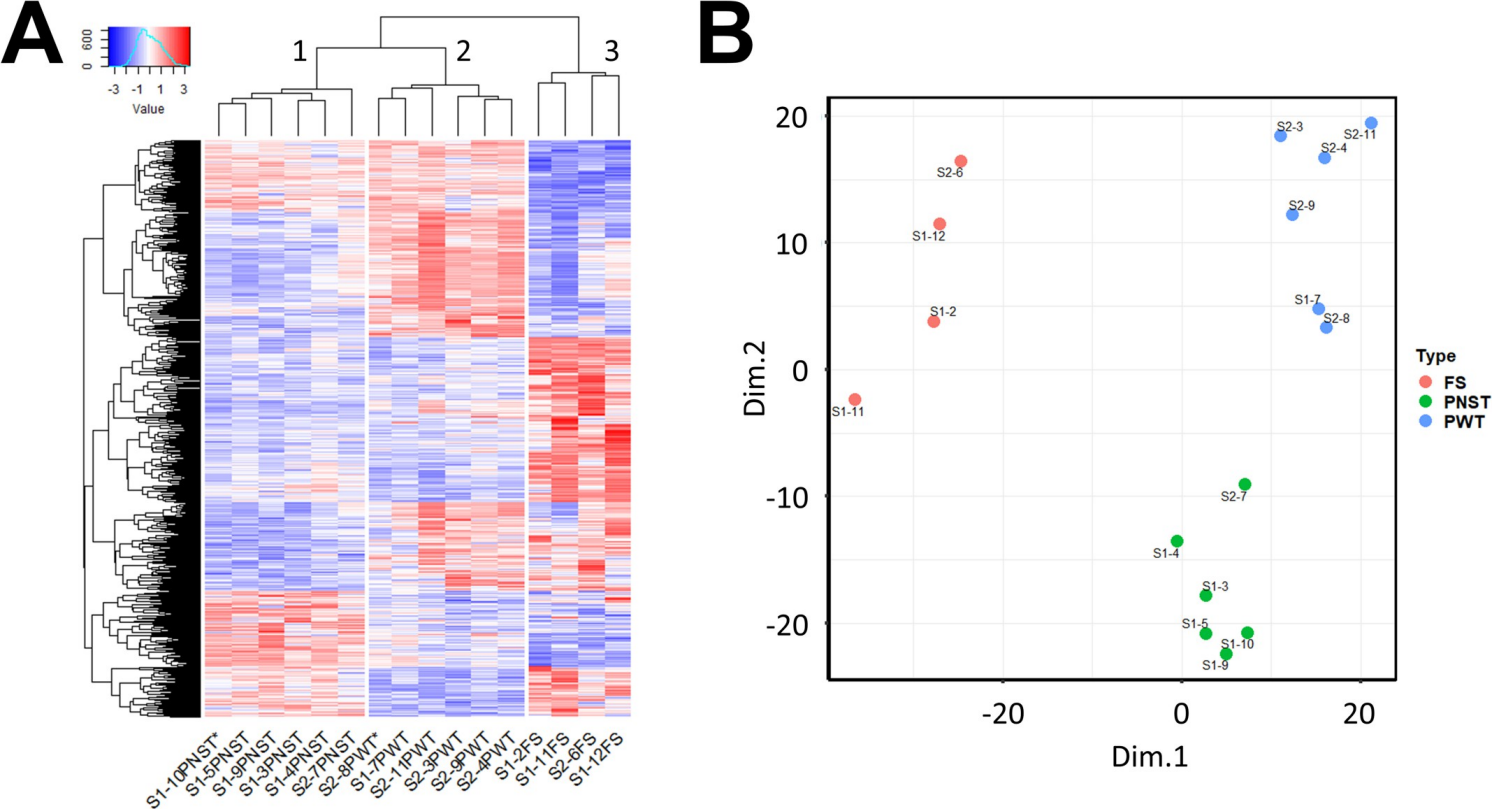
Clustering of canine soft tissue sarcoma tumor samples using gene expression patterns. A) A heat map showing upregulated genes in red and downregulated genes in blue of 2387 tumor-type specific genes. Dendrograms show results of unsupervised hierarchical clustering of samples and genes. B) Principal component analysis of 16 canine soft tissue sarcomas using the 250 most significantly different genes associated with each tumor type. Values are z-scores of expression for each gene. Asterisks indicate reassigned samples.

The 25 genes with the most significantly higher or lower expression in specific tumor subtypes are presented in Table 1 along with a classification of their major function. 

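Of the DEGs from edgeR's quasi-likelihood test in the final groups, genes among those with the smallest p-values in each direction were examined for FS and PWT, and all of these were called in the same direction with DESeq2. In FS, *MAST2* was at 65.1 ± 23.3 CPM (SD, n = 4), against 14.2 ± 2.10 in PNST (n = 6) and 9.14 ± 1.89 in PWT (n = 6), a log2 fold change of 2.50 (standard error 0.22, adjusted p = 7.04e-06 from edgeR). *SALL1* was at 16.5 ± 7.52 CPM in FS (n = 4) and had at most 1 count in any other tumor, so it was at least 9.84-fold higher in FS (adjusted p = 1.31e-05 from edgeR). *ALDH1L2* was at 93.5 ± 56.5 CPM in FS (n = 4), 11.9 ± 3.55 in PNST and 8.11 ± 4.04 in PWT, a log2 fold change of 3.23 (standard error 0.34, adjusted p = 4.47e-05 from edgeR). *RIC3* was lowest in FS, with 2.25 ± 1.20 CPM (n = 4), against 103 ± 24.7 in PNST and 111 ± 33.6 in PWT, a log2 fold change of -5.57 (standard error 0.41, adjusted p = 5.72e-07 from edgeR). *ABCB11* had 0.698 ± 0.760 CPM in FS, 21.1 to 260 CPM in the 6 PNST and 128 ± 34.7 in PWT, where S1-7 lay apart at 196 CPM. Its log2 fold change was -7.00 (standard error 0.76, adjusted p = 4.98e-05 from edgeR) and -7.96 without S1-2. In PWT, the snRNA gene *LOC119873485* was at 44.8 ± 33.2 CPM (n = 6), 7.16 ± 2.10 in PNST and 5.15 ± 2.35 in FS, where S1-12 had 1 count (log2 fold change 2.85, standard error 0.39, adjusted p = 0.0120 from edgeR). The snoRNA gene *LOC119866291* was at 150 ± 62.0 CPM in PWT (n = 6), with a log2 fold change of 2.31 and an adjusted p of 0.0120 from edgeR. Lower in PWT were *CHPF2*, with 38.1 ± 7.43 CPM and S2-9 apart at 52.7 (log2 fold change -1.11, adjusted p = 0.0120 from edgeR), and *SLC1A4* (-2.99, adjusted p = 0.0154). With the prefix as a term, these 4 genes of PWT kept their directions and lost their calls, with an adjusted p of up to 0.275 from edgeR, and over all alternatives the adjusted p-values lay between 2.34e-07 and 0.275.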

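Among the transcription factors and regulators of transcription of Table 1, *SALL1*, *POU6F1*, *TRIM24*, *SMAD9*, *ZBTB47* and *OLFML2A* passed the count filter and were DEGs higher in FS. The smallest log2 fold change of these 6 genes was 1.92, for *TRIM24*, with adjusted p-values of up to 0.000315 from edgeR. *HOXA9* and *CPHXL* did not reach 10 counts in 4 tumors, so edgeR did not test them, and DESeq2 called both higher in FS. The 5 genes lower in FS, *PEG3*, *RXRG*, *ELAVL3*, *BBX* and *ZMAT1*, had log2 fold changes from -5.27 to -2.59 and adjusted p-values of 0.000125 to 0.000526 from edgeR.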

Graphs of normalized expression values for these genes are provided in S3–S5 Figs. Consistent with the heatmap of gene expression shown in Fig 2A, fibrosarcomas showed the greatest differences in expression of transcription factors, relative to the other two tumor types. Expression of the only growth factor coding gene in the top 25 most significant DEGs, *GDF11*, was also associated with fibrosarcomas. In contrast, PNST tumors expressed relatively low numbers of genes associated with mitosis and processes such as protein synthesis. 

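*GDF11* had a log2 fold change of 2.71 in FS against both other types (standard error 0.35, adjusted p = 0.000228 from edgeR's quasi-likelihood test). It was called in each of 30 alternatives, with adjusted p-values from 5.06e-08 to 0.00184. Without S1-2, the FS with the highest level, the log2 fold change was 1.97.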

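*KIF11*, *KIF14*, *KNL1*, *SHCBP1* and *SMC2*, the genes of mitosis listed as lower in PNST, had log2 fold changes of -2.52 to -1.18. All 5 had an unadjusted p-value under 0.05, and 0 were DEGs by edgeR (adjusted p-values 0.0950 to 0.132). Of the 8 genes of protein synthesis and modification, 7 passed the count filter, with log2 fold changes of -3.94 to -1.10 and adjusted p-values of up to 0.157 from edgeR, and all 7 had an unadjusted p-value under 0.05. Among these 8 are 5 tRNA genes, whose reads could fall on other copies of the same tRNA. DESeq2 called all 5 and all 8 genes as lower in PNST.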

Interestingly, PWTs expressed a comparatively large number of DEGs associated with apoptosis. 

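*PAWR*, *SAMD8* and *UBXN2A*, listed under apoptosis, had log2 fold changes of 1.00 to 1.20 in PWT (adjusted p-values 0.0185 to 0.0291 from edgeR's quasi-likelihood test), and all 3 were DEGs. Each was called by DESeq2 as well.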

We also examined expression of genes for their potential to serve as tumor type-specific markers. 

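On TMM-normalized counts, 16 DEGs had a lowest CPM in the 4 FS of at least 2 times the highest CPM in the other 12 tumors, among 15408 genes tested. They were *CACNA2D1*, *CDK2AP1*, *GALNT5*, *GNAS*, *MAST2*, *PLXNA4*, *POU6F1*, *SALL1* and *SMAD9*, and also *ADAMTS3*, *ELOVL6*, *STK39*, *TRIM24*, *LOC119871866*, *LOC119871867* and *LOC119872700*. Of all 1820 ways to choose 4 of the 16 tumors, 2 gave as many genes, the real choice included, and 66 gave at least 1 gene. *HOXA9* met the 2-fold criterion with 8.22 CPM in the lowest FS and 2.01 in S1-4, but had too few counts to be tested with edgeR. The ratio of the lowest FS to the highest other tumor was 2.21 for *CACNA2D1*, 2.38 for *MAST2*, 2.47 for *SMAD9*, 2.53 for *GNAS*, 2.68 for *POU6F1*, 2.79 for *GALNT5*, 2.82 for *CDK2AP1* and 2.95 for *PLXNA4*. *SALL1* was at 9.96 CPM in the lowest FS, and its highest other value was a single count in S2-9. *GNAS* was at 361 ± 44.5 CPM in FS (n = 4), of which S2-6 lay apart at 295 CPM, 61.1 ± 32.5 in PNST and 57.4 ± 38.1 in PWT (n = 6 each), a log2 fold change of 2.65 (standard error 0.38, adjusted p = 0.000358 from edgeR). With counts divided by DESeq2's size factors, 18 genes met the criterion, and with a difference of 1 in rlog values 10 did, 9 of them in each case among the genes named first.

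**Figure D4:**
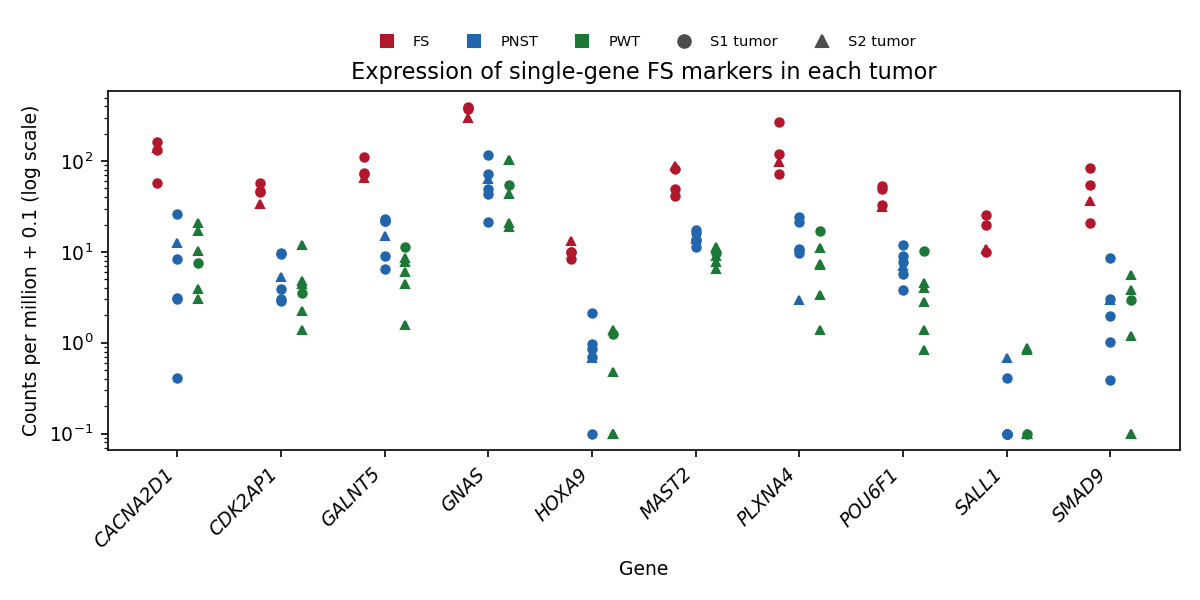
CPM plus 0.1 on a log scale of 10 genes in each of the 16 tumors, with FS in red, PNST in blue and PWT in green, circles for S1 tumors and triangles for S2 tumors. For each gene the 4 FS lie above all other tumors.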

We identified 10 DEGs (*CACNA2D1*, *CDK2AP1*, *GALNT5*, *GNAS*, *HOXA9*, *MAST2*, *PLXNA4*, *POU6F1*, *SALL1*, *SMAD9*) whose normalized expression levels in all fibrosarcoma samples was at least two-fold greater than that in all samples for both other tumor types. No individual DEGs expressed at higher levels in PNSTs or PWTs met this criterion. However, we identified 10 pairs of annotated DEGs expressed by PNSTs (*ATP1A3* and *UNC79*; *BMX* and *GRIN1*, *PTPRN2*, *SEZ6L2*, or *XKR7*; *NRXN1* and *GRIN1*, *KCNH2*, *PTPRN2*, *SEZ6L2*, or *XKR7*), and 5 pairs of annotated and putative genes expressed by PWTs (*FAM177B* and *LOC102152746*, *LOC119873485*, or *LOC119874346*; *NEGR1* and *LOC119869901*; *PRND* and *LOC119873485*) where one or the other gene displayed a normalized expression level at least 1.8-fold greater than that for all samples in both other tumor types.

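Over the tested genes, 0 had a lowest value in the 6 PNST, or in the 6 PWT, of at least 2 times the highest value in the other 10 tumors. With CPM scaled over the tested genes, the largest such ratio in PNST was 1.71 (*SEZ6L2*) and in PWT 1.33 (the snoRNA gene *LOC119866496*, named after its values were seen). Of the 8008 ways to choose 6 of the 16 tumors, 54 gave at least 1 gene, with up to 20 genes.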

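A tumor was covered by a pair when at least 1 of the 2 genes reached 1.8 times the highest CPM of that gene in the other types. All 10 pairs of PNST covered each of the 6 PNST, and all 5 pairs of PWT each of the 6 PWT, also with counts divided by DESeq2's size factors. With rlog values, 10 and 4 pairs did, and 1 pair of PWT covered all but 1 tumor. With CPM scaled over the tested genes, a scale chosen after the values were seen, all 10 and all 5 pairs did. The authors selected these pairs by this criterion on the same tumors, so their coverage is not an independent test. *SEZ6L2* alone covered 6 PNST with CPM scaled over all genes, 5 with CPM scaled over the tested genes or with size factors, and 4 with rlog values. In the pairs of PWT, *LOC119873485* (an snRNA gene, 1 to 176 counts per tumor) covered 5 PWT, *LOC119874346* (snoRNA) 4, and *LOC102152746* (lncRNA) and *LOC119869901* (snoRNA, 1741 to 21571 counts) 3 each. With CPM scaled over the tested genes these were 5, 5, 3 and 5.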

**Table 1:** Individual tumor type’s top 25 genes with the most significantly higher or lower expression. Genes listed are increased (up) and decreased (down) differentially expressed genes (DEGs) identified using DESeq to compare expression levels of genes in one tumor type against that for both other tumor types. All DEGs were identified using a minimum significance of padj < .05 and a fold change of greater than 2. The 25 genes in each group with the greatest significance determined using adjusted p values are shown. Genes listed in bold were cross referenced with the term “cancer” in at least 50 published manuscripts.

	FS up	FS down	PNST up	PNST down	PWT up	PWT down
Apoptosis			XKR7	SRGN	PAWR, SAMD8, UBXN2A	
Biosynthesis			CERS4	**RRM2**		
Cell adhesion	**CADM1**	DNAH3, TNR	NRXN2		LRRTM2	
Cell Cycle Regulation	CDK2AP1			**CCNA2, CDK1**		
Cell Stress, Hypoxia			TMEM145			
Cell-cell signaling	NDNF					
Cytoskeleton	MAST2, MTCL1	DNAH3	WRAP73	DIAPH3		
Extracellular Matrix	ADAMTS7	TNXB, ITIH5	FBLN2			CHPF2, FBN2, LAMC3, MXRA5, TNN
Growth Factors	GDF11					
Immune Responses		CLEC3B	DLA88		ELMOD2, **IFNAR1**	IL16
Ion Transport		KCNQ2	AHNAK2, UNC79, ATP1A3		ATP13A3	
Metabolism	ALDH1L2		FOXRED2		**FBP1, PDK4**	**G6PD**, NDUFA13
Mitosis				KIF11, KIF14, KNL1, SHCBP1, SMC2	CEP57L1, PARD6B	
Other		RIC3		C31H21orf91	GIN1, NHLRC2	
Protein synthesis, modification	GALNT5		WFDC3	**ATAD2, SACS,** UBE2D1, TRNAK-CUU-12, TRNAM-CAU-5, TRNAV-AAC-5, TRNAV-CAC, TRNAV-UAC-3	FKTN, UBE2B, TRNAE-UUC, FYTTD1	CLPP, FKBP10, LARGE1, RRBP1, **PP1A**
Receptors and their regulation	UNC5C, **ROBO1**, S1PR3, PLXNA4, CRLF1	SEZ6L2	SEZ6L2, CHRNB2		CALCRL	AGAP3, **EPHB3**
Signal Transduction	**MAPKAPK2**	BMPER, ABLIM1, EPS15, MAPK8IP2, HHIP, FGD6, MAPK11, **DEPTOR**, RALGPS1	**PTPRN2**, RUNDC3A, MAST1, MAPK4	GNG2, **KRAS**, TRIM59	**PTPN2, RAP1A,** CRYBG3	ADAP1, NCLN, TMEM119
Transcription factors and regulation	SALL1, POU6F1, **TRIM24**, SMAD9, **HOXA9**, CPHXL, ZBTB47, OLFML2A	PEG3, RXRG, ELAVL3, BBX, ZMAT1	ZBTB12	**REST**	MIR195	**NCOR2**, ZBTB47
Vesicles, Membrane Transport	DYSF, STXBP6	ABCB11, ABCA9, CAVIN2	SLC46A1, ABCA2, ATP13A2, SLC22A17, SLC1A6, MFSD3	RASSF9	**TTN**, RAB8B, DENND6A	ANXA8L1, ASPSCR1, EPN1, SLC1A4, SURF4

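In the list of 25 genes higher in FS, 21 passed the count filter, and all 21 were DEGs by edgeR's quasi-likelihood test, with a median log2 fold change of 2.85 that was unchanged with *SALL1* at its lower bound. All 25 genes lower in FS were DEGs, with a median of -3.27 and adjusted p-values of up to 0.00469 from edgeR, and the median was unchanged with lower bounds in place of fits against 3 or fewer counts. For PNST, 23 of the 25 genes listed as higher were tested, and 23 of the 24 listed as lower. Their medians were 1.76 (1.61 with *NRXN2* at its lower bound) and -1.83, 22 and 23 genes changed more than 2-fold, and 0 were DEGs, with adjusted p-values of 0.0653 to 0.639 from edgeR. At an unadjusted p-value under 0.05 these lists held 22 and 23 genes, and the same numbers passed when p-values were adjusted over the list alone, which is not independent evidence because the lists were chosen on these tumors. For PWT, 24 genes of each list were tested. Of those listed as higher, 23 were DEGs (median 1.21), and all 24 listed as lower were (median -1.81, adjusted p-values 0.0120 to 0.0458 from edgeR). The exception, *TTN*, had a log2 fold change of -2.03 in PWT (standard error 1.58, adjusted p = 0.463 from edgeR), with 9053 CPM in the FS S1-11, 741 and 476 in the PWT S1-7 and S2-9 and 18.5 to 64.8 in the other 13 tumors. Without S1-11 it was 2.80 (adjusted p = 0.0486 from edgeR).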

All genes in Table 1 showed at least a two-fold increase or decrease in average expression value relative to the other tumor types and expression differences were significant at a level of at least padj < 0.05. For genes whose average expression was higher (“up” in Table 1) in each tumor subtype, the lowest and average log-normalized expression values were 3.06 (HOXA9) and 5.84 for fibrosarcomas, 1.6 (XKR7) and 5.33 for peripheral nerve sheath tumors, and 3.33 (FBP1) and 6.83 for perivascular wall tumors. 

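The same averages were computed from rlog values of the counts. For the 25 genes higher in FS, the mean over genes of their average in FS was 5.84 ± 1.47 (SD over genes), and the lowest was 3.06 for *HOXA9*, which had 0 to 28 counts per tumor. In PNST the mean was 5.33 ± 2.30, with 1.60 for *XKR7* (0 to 17 counts). In PWT it was 6.83 ± 1.67, with 3.33 for *FBP1* (0 to 43 counts).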

For comparison, the average log normalized expression value for the transcription factor SNAIL (SNAI1), which play a key role regulating the behavior of some sarcoma cell types [45, 46] was 3.50 for all samples in this study, while that of keratin 13 (KRT13), which is expressed in epithelial cell types [47] but is not expected to be significantly expressed in soft tissue sarcomas, was -1.47. 

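*SNAI1* had an rlog value of 3.50 ± 0.77 (SD, n = 16 tumors), from 2.27 to 4.61, and between 1 and 55 counts per tumor, 296 in all. *KRT13* was at -1.47 ± 0.07 (SD, n = 16), with 6 counts in 5 tumors and 0 counts in the other 11.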

For genes expressed at lower levels in each tumor subtype (labeled “down” in Table 1), the average log normalized expression value of genes in the other two tumor subtypes for the 25 down-regulated genes was 5.27 for fibrosarcomas, 5.22 for peripheral nerve sheath tumors and 6.5 for perivascular wall tumors. 

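Over the 25 genes lower in FS, the mean rlog value in the tumors of the other two types was 7.83 ± 1.57 (SD over genes). It was 5.43 ± 1.25 for the 24 genes listed as lower in PNST and 6.46 ± 1.43 for 24 genes listed as lower in PWT.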

Log normalized expression values for all genes in all samples can be found in S2 Table, and values for statistical significance and fold change for all tumor type specific DEGs can be found in S5 Table. 

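With the prefix as a term of the edgeR model, the median log2 fold changes of the genes listed in Table 1 were 2.76 and -3.42 for FS, 1.75 and -1.66 for PNST, and 1.06 and -1.49 for PWT. All tested genes of the lists of FS were still DEGs in this model (21 and 25), and 0 genes of the lists of PNST and PWT were.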

Taken together, the values described above suggest that the genes listed in Table 1 represent both statistically and biologically significant differences among tumor subtypes.

Fig 3A shows gene set over-representation analysis of tumor type specific genes using databases for genes characterizing human tissues and cell lines. Names of genes enriched for each group, ordered by log2 fold-change, are provided in S7 Table. Genes characterizing canine fibrosarcomas (FS) showed the most significant enrichment for gene sets defining human fibroblasts; genes expressed by the human IMR90 lung fibroblast cell line were also enriched. 

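The genes that S7 Table names for the human fibroblast set and for the IMR90 set were tested with edgeR's quasi-likelihood test in the final groups; long lists are shortened in the copy of the table used here. Of the 63 genes named as higher in FS for the fibroblast set, 33 passed the count filter, and all 33 were DEGs. Of the 64 named as lower in FS, all were tested and lower, and 48 were DEGs. For IMR90, 35 of the 65 genes named as higher were tested and all 35 were DEGs, and of 64 named as lower 62 were tested and 47 were DEGs. The authors selected these genes as DEGs in the same tumors, so these numbers are not an independent test.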

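From the genes that S7 Table names for fetal brain, 24 of the 25 tested genes of the higher list were higher in PNST, 22 of them at an unadjusted p-value under 0.05, and all 21 of the lower list were lower at that level. For oligodendrocytes, 20 of 21 genes were higher (19 at an unadjusted p-value under 0.05) and all 23 of the other list lower (23). For SHSY5Y cells, 32 of 33 were higher (32) and all 9 lower (9). A set named human embryo gave 7 of 8 higher (7) and 42 of 42 lower (42). None of these genes (0) was a DEG of PNST by edgeR's quasi-likelihood test; they were selected as DEGs in the same tumors with DESeq2.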

Genes characterizing canine peripheral nerve sheath tumors (PNST) were most significantly enriched for gene sets expressed by neuronal tissues including fetal brain, oligodendrocytes and human SHSY5Y neuroblastoma cells. Perivascular wall tumors (PWT) expressed genes significantly enriched for genes expressed by vascular tissues (atrium, ventricle) as well as respiratory smooth muscle tissues and fibroblasts. 

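Of the genes S7 Table names for atrium, 18 of 19 tested were higher in PWT, 9 of them DEGs by edgeR, and all 62 in the lower list were lower, 17 of them DEGs. For ventricle, 9 of 22 genes listed as higher and 16 of 63 listed as lower were DEGs. For respiratory smooth muscle these were 3 of 8 and 15 of 59, and for fibroblasts 5 of 9 and 15 of 57. These genes, too, were selected as DEGs in the same tumors.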

Analysis of the correlation between the expression levels of canine tumor-type specific genes and their expression in human soft tissue sarcomas are shown in Fig 3B. Expression patterns of canine fibrosarcoma DEGs were most like that of human fibromyxosarcomas, and this similarity was significantly greater than the similarity to all other tumor types. Similarly, expression patterns of canine peripheral nerve sheath tumors showed the highest correlation with human malignant peripheral nerve sheath tumors. Expression of genes specific for canine perivascular wall tumors showed significantly greater similarity to both human fibromyxosarcomas and dedifferentiated liposarcomas than to other human soft tissue sarcoma types.

**Fig 3:**
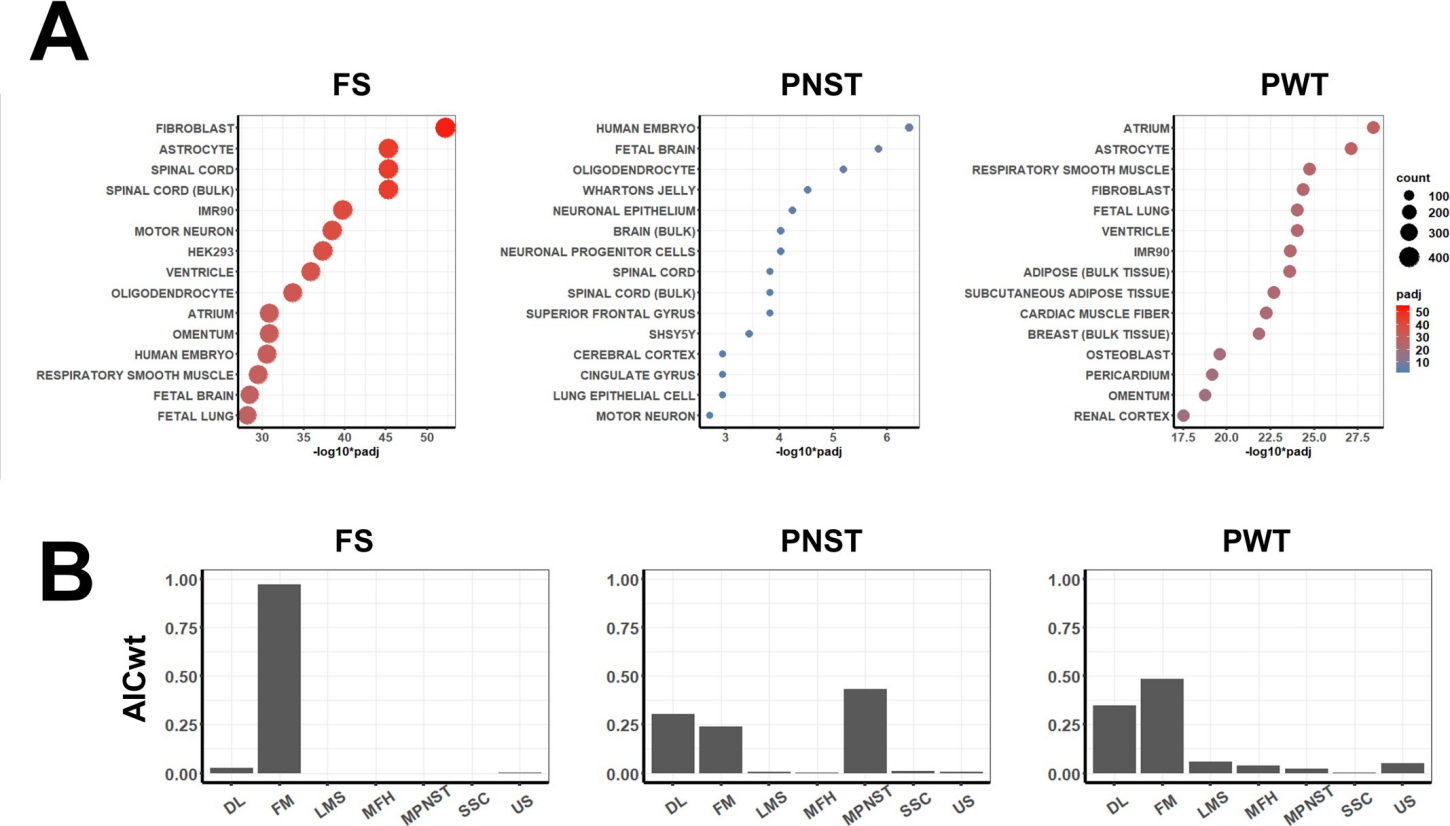
Comparative gene expression analysis of canine soft tissue sarcomas and human cells, tissues and tumors. A) Dot plots showing results of gene set over-representation analysis of canine soft tissue sarcoma tumor-type specific DEGs using databases for human tissues and cell lines. B) Plots of Akaike weights obtained using normalized gene expression levels of canine soft tissue sarcoma tumor-type specific DEGs and the same genes expressed in various human soft tissue sarcomas obtained from the NCBI Genomic Data Commons. Abbreviations are: DL: dedifferentiated liposarcomas, FM: fibromyxosarcoma, LMS: leiomyosarcoma, MFH: undifferentiated pleomorphic sarcoma, MPNST: malignant peripheral nerve sheath tumors, SSC: synovial sarcoma, US: undifferentiated pleomorphic sarcoma.

### 3.2 Tumor type specific gene expression patterns associated with tumorigeneses

Normal tissues providing the greatest statistical enrichment in genes associated with human soft tissue sarcomas were identified for each tumor type (Methods and S4 Table) and used to identify tumorigenesis associated DEGs (see S6 Table). These comparisons identified 2144 upregulated and 1658 downregulated genes for fibrosarcomas, 1903 upregulated and 1844 downregulated genes for peripheral nerve sheath tumors and 2528 upregulated and 1914 downregulated genes for perivascular wall tumors. Additionally, 613 upregulated and 270 down-regulated genes were shared by all three tumor types. Upregulated genes comprised similar fractions of tumor type specific DEGs for each tumor type (FS: 56.4%; PNST: 50.78%, PWT: 56.9%) suggesting that the selection of normal tissues gene expression data for comparison were similarly appropriate.

Next, we identified common (Fig 4) and tumor type-specific (Fig 5) transcription factors associated with these DEGs using gene set enrichment analysis. Terms, p-values, and associated genes ordered by log2fold change in expression levels are provided in S7 Table. Results shown in Fig 4 were produced by conducting gene set enrichment analysis (GSEA) using all upregulated (Fig 4A) or downregulated (Fig 4B) DEGs identified for each tumor type, of which 1359 DEGs were common to all three tumor types. The 12 most significantly enriched gene sets associated with transcription factor activity are shown for each analysis. Note that for some transcription factors, such as FLI1, upregulated expression of a group of genes is known to be associated with a decrease in activity of that transcription factor. Bars representing these transcription factors are colored orange in Fig 4A. Similarly, decreases in expression of some genes is associated with increased activity of a transcription factor, and bars representing such transcription factors are colored blue in Fig 4B. Examination of Fig 4 reveals that activation of the MYC proto-oncogene is significantly associated with the downregulated DEGs identified for all tumor subtypes in this study (Fig 4B) as well as the upregulated DEGs for fibrosarcomas and peripheral nerve sheath tumors (Fig 4A). Upregulated DEGs specific to perivascular wall tumors were enriched in genes associated with MYC downregulation (Fig 4A). However, the significance of this association was much lower than that for MYC upregulation for these tumors shown in Fig 4B as well as all other groups of DEGs. Taken together, results shown in Fig 4 support the view that upregulation of MYC transcription factor activity is common to all three tumor subtypes in this study. Other well-known transcription factors whose function positively associated with upregulated DEGs in all tumors (Fig 4A) include the proto-oncogenes WT1 and ZNF217, and enhancers of cell stress responses (HSF1, HIF1). Similarly, results obtained using downregulated DEGs (Fig 4B) include transcription factors previously associated with poor prognosis for human soft tissue sarcomas (GATA4, GATA3).

**Fig 4:**
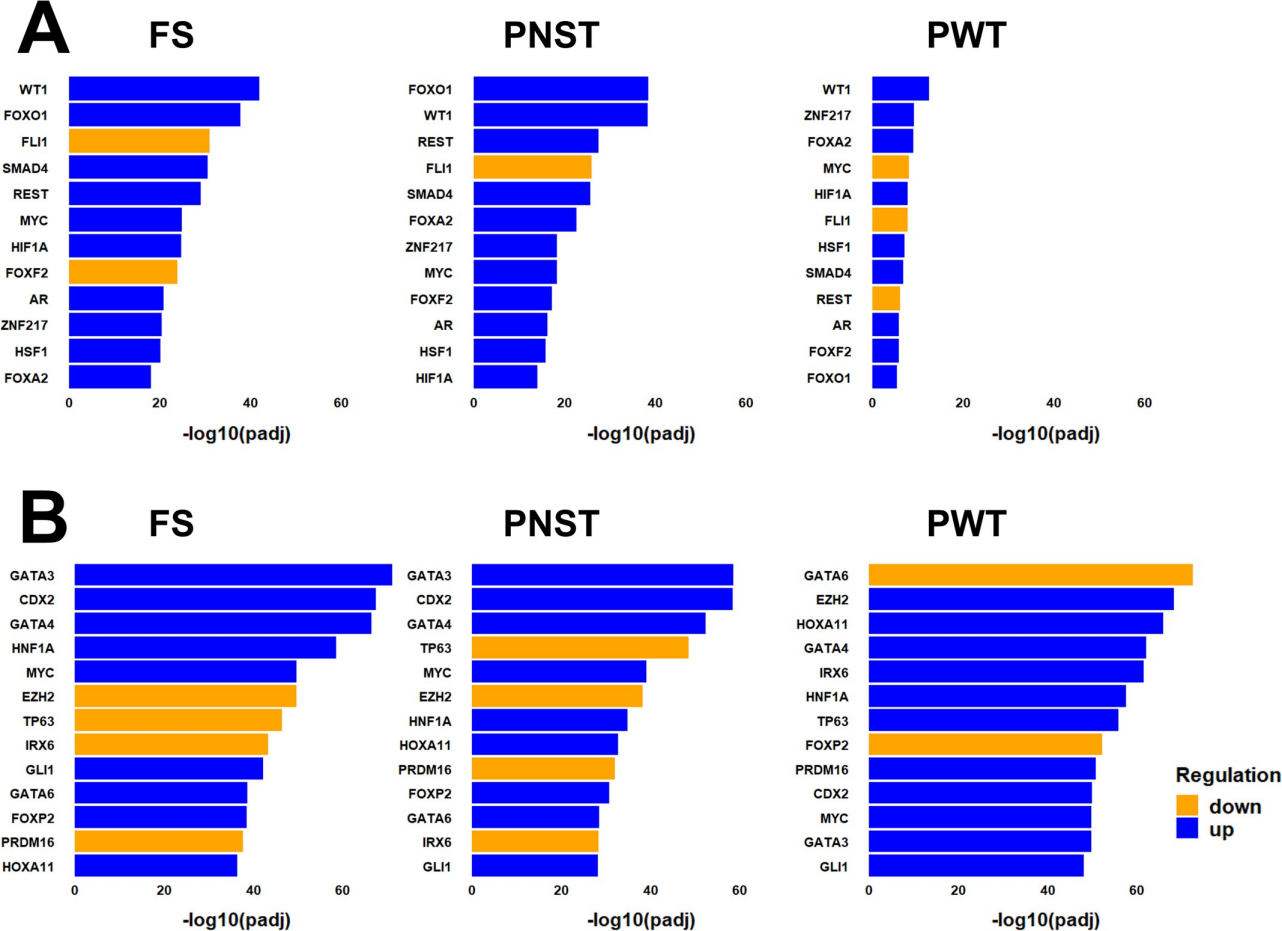
Common transcription factors associated with gene alterations in canine soft tissue sarcomas compared to normal tissues. The top 12 most significant common transcription factors identified from a gene set enrichment analysis using lists of tumor-type specific up (A) and down (B) regulated DEGs is shown for each tumor type. Lengths of bars represent the statistical significance of each association, and colors indicate if the results imply upregulation (blue) or downregulation (orange) of the activity of each transcription factor.

**Fig 5:**
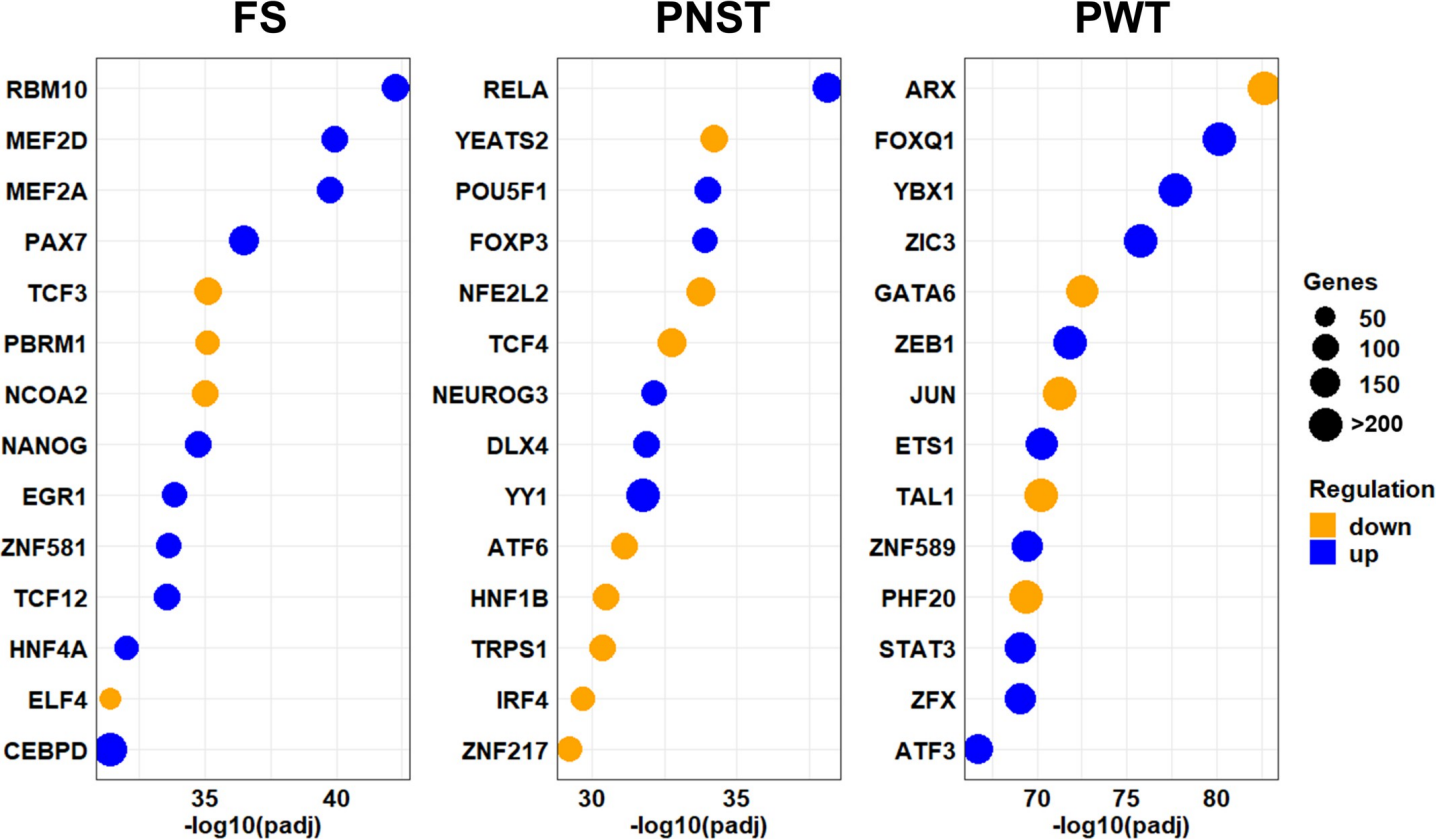
Tumor-type specific transcription factors associated with gene alterations in canine soft tissue sarcomas compared to normal tissues. The top 14 most significant tumor-type specific transcription factors identified from a gene set enrichment analysis using lists of tumor-type specific up (A) and down (B) regulated DEGs. Values for “Genes” and dot sizes represent the number of DEGs matched to each transcription factor listed.

To identify molecular mechanisms that might be involved in the pathogenesis or etiology of individual tumor types, we conducted gene set enrichment analysis using DEGs specific to individual tumor types. Fig 5 shows the 14 most significantly enriched tumor type-specific transcription factors identified by conducting gene set enrichment analysis using only the up- and down- regulated tumorigenesis-associated DEGs specific to each tumor type. Transcription factors whose activation was most significantly associated with fibrosarcomas include *RBM10*, *MEF2D*, *MEF2A*, and *PAX7*. Decreased activities of tumor suppressors *TCF3* and *PBRM1* were also among the most significant associations. Similarly, positive activation of transcription factors *FOXP3*, *RELA*, and *POU5F1* was associated with PNSTs and have been previously associated with tumorigenesis in other cancers [48–50]. In contrast, *NFE2L2* downregulation was significantly associated with DEGs expressed by PNSTs, consistent with its reported function as a tumor suppressor [51]. Finally, DEGs expressed by PWTs were significantly enriched for transcription factors associated with tumor growth (*YBX1*) and metastasis (*FOXQ1*) as well as decreased activity of the development/differentiation associated transcription factor *ARX*.

## 4. Discussion

The present study examined tumor-type specific gene expression patterns in canine soft tissue sarcomas using RNA-seq of formalin-fixed, paraffin-embedded (FFPE) samples. Although the sample size used in this study was small, the number of samples for each tumor type was consistent with that used in several previous studies [17, 28, 52–54]. Importantly, our sample size was sufficient to identify 3256 differentially expressed genes among these three distinct tumor types with high statistical significance. 

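Summed over the 3 tumor types, edgeR's quasi-likelihood test gave 1784 DEGs, of which 1719 were distinct genes. The sum of the DESeq2 calls held 2793 distinct genes.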

Formalin-fixed, paraffin-embedded specimens are widely available and can be a valuable source of samples for analysis. However, extraction and analysis of RNA from archived specimens can be difficult and result in recovery of degraded RNAs that are poorly suited for analysis using RT-PCR or qRT-PCR [55, 56]. Indeed, despite considerable effort, we were unable to reliably conduct RT-PCR validation of differentially expressed genes identified in this study. However, since RNA-seq generates nucleotide sequence data from fragmented cDNAs, it is more tolerant of RNA degradation than other methods used for identifying RNA species, and many studies have shown that results obtained from RNA-seq analysis of formalin-fixed specimens are comparable to those obtained using fresh frozen specimens [57, 58]. An additional issue is that clinical specimens, such as those used in the present study, are frequently collected without matched control normal tissues. Here, we addressed this issue by conducting a comprehensive comparison of data derived from our tumors with publicly available data from RNA-seq studies of normal canine tissues. These factors suggest that our results should be viewed with some caution and studies with larger sample sizes examining specimens obtained using other methods may be warranted. However, as discussed below, the results obtained in the present study are well supported by results obtained using other methods.

The identification of specific STS subtypes can have prognostic and clinical significance in the management of associated disease in both humans and companion animals [4, 11–13]. Several previous studies have examined immunological and genetic markers for their potential as markers for STS subtypes. For example, expression of NGFR and Olig2 can distinguish PNSTs from PWTs [16, 59]. However, there are controversies and inconsistencies when comparing results of previous studies using different methods. For example, S100 expression has been used to identify PNSTs in many studies, but others have presented strong arguments against its diagnostic value [13]. Thus, additional studies are warranted. Results of the present study are, to our knowledge, the first to examine gene expression differences between different types of canine soft tissue sarcomas using RNA-seq. Our study is most comparable to a previous comparative analysis of gene expression in fibrosarcomas and peripheral nerve sheath tumors using microarrays [17]. In that study, expression of 20 genes was statistically greater in fibrosarcomas, of which 11 (*FHL2*, *FNBP1L*, *PLAGL1*, *FAM110B*, *SLC38A1*, *GNAS*, *HK1*, *BAZ1A*, *BAG2*, *PACSIN3*, *VPS54*) were found to be significantly more highly expressed in FS than either PSNT or PWT in the present study. 

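Of these 11 genes, 10 passed the count filter, and all 10 were DEGs higher in FS by edgeR's quasi-likelihood test, with log2 fold changes of 1.27 to 2.65 (median 2.05). DESeq2 called all 11. In the direct comparison of FS with PNST, 9 of the 10 were DEGs by edgeR, among 640 genes higher and 459 lower in FS.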

An additional four previously identified genes (*RAPGEF2*, *SLC20A1*, *CO5A*, *TIGD2*) were also more highly expressed in fibrosarcomas, but the comparison did not exceed the cutoff for significance used in the present study. Similarly, Klopfleisch et al identified 25 genes more highly expressed in PNST than FS, of which 7 (*CLEC3B*, *ABI3BP*, *FMN2*, *PAPLN*, *NUDT2*, *NMUR2*, *TANGO2*) were also expressed at significantly lower levels in FS than either PNST or PWT in the present study. Indeed, *CLEC3B* was among the top 25 most significantly downregulated genes in FS tumors in our study (Table 1, S5 Table). 

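Of these 4 symbols, 3 were found in the count table, and all 3 genes were higher in FS, with log2 fold changes of 0.35 to 0.94. By edgeR's test 0 were DEGs, and 1 had an unadjusted p-value under 0.05.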

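All 7 genes were tested and lower in FS, with log2 fold changes of -4.01 to -1.28 (median -2.10). By edgeR's quasi-likelihood test, 4 were DEGs over all genes tested and 2 without S1-11, and all 7 had an unadjusted p-value under 0.05. All 7 passed when p-values were adjusted over the list alone, and DESeq2 called all 7. Neither is independent evidence, because the paper had called these 7 genes on the same tumors. In the direct comparison of FS with PNST, 3 were DEGs by edgeR and 4 by DESeq2.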

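*CLEC3B* was at 7.54 ± 5.90 CPM in FS (SD, n = 4), 158 ± 56.4 in PNST and 112 ± 47.1 in PWT (n = 6 each), a log2 fold change of -4.01 (standard error 0.48, adjusted p = 0.000125 from edgeR's quasi-likelihood test). It was called in each of 30 alternatives, with log2 fold changes from -4.55 to -3.80.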

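Of 12 further symbols from the microarray study, 9 were found in the count table, and all 9 genes were lower in FS than in both other types, with log2 fold changes of -0.81 to -0.15. By edgeR's test 0 were DEGs and 2 had an unadjusted p-value under 0.05. Against PNST alone, all 9 were lower in FS (-0.91 to -0.17), with 1 at an unadjusted p-value under 0.05.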

An additional 12 genes (*KIF1B*, *GLI1*, *ROBO2*, *GRAMD4*, *AWGPTL4*, *DOK4*, *TADA2*, *HMG20B*, *SGF29*, *FBX08*, *HNRNPA1*, *EEF1B2*) were expressed at lower levels in FS samples than PNST, but our analysis did not detect differences that were greater than our statistical cutoff. It should be noted that our analysis compared each tumor type against samples in both other tumor types collectively, which may account for some of the differences between our results and those reported previously. None the less, our results confirm differential gene expression for 33 of the previously reported 45 genes differentiating FS from PNST tumors [17]. Wei et al compared gene expression levels in a cross-species comparison of feline, human and canine soft tissue sarcomas with those in non-tumor tissues using RNA-seq analysis [28]. Of the 53 upregulated genes reported, our analysis identified 31 as upregulated in at least one tumor type compared to non-tumor tissues (*ASAP1*, *BICC1*, *C3AR1*, *CD14*, *CD53*, *CD86*, *COCH*, *COL6A3*, *CSF1R*, *CTSK*, *CTSS*, *CYBB*, *DMXL2*, *FAP*, *FBN2*, *FN1*, *GPC3*, *IFI44*, *ITGA4*, *KRT7*, *LAMA4*, *LAPTM5*, *LRRC15*, *MAP1B*, *PTH1R*, *RAB31*, *RGS1*, *SPP1*, *SRGN*, *TGOLN2*, *TLR2*). However, only 8 downregulated genes (*AQP3*, *KRT16*, *PACSIN3*, *PTPN3*, *SERPINB13*, *SMPD3*, *SNTB1*, *TP63*) of the 38 downregulated genes reported by Wei et al, were also identified in our analyses. Additionally, our analysis indicates that many of the most highly downregulated genes in PNST compared to other tumor types are involved in cell cycle progression, mitosis, and cell growth (Table 1). These observations are consistent with previous work showing that PNSTs are comparatively slow growing tumors [60, 61]. Together, these results demonstrate that RNA-seq analysis of FFPE samples using RNA-seq can generate results that are consistent with the results of previous studies using other methods.

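*CDK1* was at 6.04 ± 2.03 CPM in PNST, 15.0 ± 6.82 in PWT (SD, n = 6 each) and 66.5 ± 74.4 in FS (n = 4), a log2 fold change of -2.64 in PNST (standard error 0.64, adjusted p = 0.132 from edgeR's quasi-likelihood test), and -1.80 without the FS S2-6. *CCNA2* had 6.31 ± 1.68, 15.8 ± 5.18 and 39.7 ± 41.6 CPM (log2 fold change -2.10, standard error 0.48, adjusted p = 0.126 from edgeR). *KIF11* had 8.07 ± 3.07, 23.4 ± 9.71 and 54.5 ± 36.2 CPM (log2 fold change -2.24, standard error 0.44, adjusted p = 0.0950 from edgeR). DESeq2 called the 3 genes, with adjusted p-values of 0.00414, 0.00444 and 0.000461, the lowest over 30 alternatives for each, where the highest were 0.330, 0.297 and 0.284. A model of edgeR with 3 groups called all 3 genes as well. A list of 15 proliferation genes was fixed before the counts were read, and 6 of them are in Table 1. Their mean z-score of log2 CPM differed by -0.975 between PNST and the other types (exact permutation test, two-sided, p = 0.00737; adjusted over 30 relations of lists and types 0.148). In the histology groups it differed by -0.812 (exact permutation test, p = 0.0527). Among the S1 tumors the difference was -0.803 (exact permutation test, p = 0.0238), where 0.00794 is the smallest p that the split allows. Limma's camera gave p = 1.08e-10 for this list with its preset correlation between genes and p = 0.0479 with an estimated one, and fry gave p = 0.00747.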

In addition to confirming results of previous studies, our results identify potential new candidate genes whose expression could identify soft tissue sarcoma tumor types as well as promote an understanding of their biological differences. For example, fibrosarcomas can be highly aggressive tumors [62]. The matrix metallopeptidase ADAMTS7 expressed in FS was the only member of this gene family found among the top 25 most significantly upregulated genes in STS examined in this study (Table 1), and this family of proteins is known for their promotion of tumor cell invasion and metastasis [63]. Similarly, the only gene among the 25 most significantly upregulated genes encoding a growth factor, GDF11, an atypical member of the TGF-beta superfamily, is also expressed in FS (Table 1). 

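*ADAMTS7* was at 33.1 ± 16.5 CPM in FS (SD, n = 4), 6.82 ± 2.19 in PNST and 5.22 ± 1.31 in PWT (n = 6 each), with 4 to 123 counts per tumor and 4 in S2-11, the lowest PWT. The log2 fold change was 2.46 (standard error 0.31, adjusted p = 0.000193 from edgeR's quasi-likelihood test), and it was called in each of 30 alternatives.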

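*GDF11* was at 38.7 ± 32.5 CPM in FS (SD, n = 4), from 13.6 to 86.1, at 6.84 ± 3.05 in PNST and at 5.17 ± 1.33 in PWT (n = 6 each), with 4 to 242 counts per tumor. The lowest FS lay above the highest tumor of the other types, which had 11.7 CPM.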

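*TRIM24* was at 38.2 ± 5.30 CPM in FS (SD, n = 4), 11.4 ± 1.87 in PNST and 9.19 ± 4.24 in PWT (n = 6 each). Its log2 fold change in FS was 1.92 (standard error 0.26, adjusted p = 0.000287 from edgeR's quasi-likelihood test), and adjusted p-values over 30 alternatives were 6.97e-10 to 0.00165.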

Fibrosarcomas also exhibited the greatest number of transcription factors among the top 25 most significantly upregulated genes (Table 1), including *TRIM24* which acts as an oncogene when overexpressed in several human cancer types [64]. In contrast, as noted above, PNSTs displayed relatively large numbers of downregulated genes involved in regulating cell cycle progression, mitosis, and cell growth, including KRAS. In humans, related malignant peripheral nerve sheath tumors (MPNSTS) show low sensitivity to radiation and chemotherapy [65], which primarily target proliferating cells. Additionally, PNSTs in the present study showed the highest number of upregulated genes involved in transport mechanisms, including ABCA2, a member of the ABC family of membrane transport proteins previously associated with multidrug resistance in some cancers [66]. 

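*SLC46A1*, *ABCA2*, *ATP13A2*, *SLC22A17*, *SLC1A6* and *MFSD3*, the genes of vesicles and membrane transport listed as higher in PNST, had log2 fold changes of 1.06 to 3.13 and unadjusted p-values under 0.05, and 0 were DEGs by edgeR (adjusted p-values 0.0950 to 0.132). *ABCA2* was at 115 to 252 CPM in the 6 PNST, 72.4 ± 25.6 in PWT (SD, n = 6) and 80.3 ± 18.8 in FS (n = 4), a log2 fold change of 1.12 (standard error 0.24, adjusted p = 0.106 from edgeR). DESeq2 called it (adjusted p = 0.00508), as did a model of edgeR with 3 groups, and the highest adjusted p over 30 alternatives was 0.284.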

Perivascular wall tumors have been described as relatively benign STS with a low propensity to metastasize [67]. 

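*CHPF2*, *FBN2*, *LAMC3*, *MXRA5* and *TNN*, the genes of the extracellular matrix listed as lower in PWT, were all DEGs by edgeR's quasi-likelihood test, with log2 fold changes of -5.89 to -1.11 (median -3.25). With the prefix as a term of the model, 0 of them were DEGs.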

Consistent with this, the top 25 most significantly under-expressed genes in PWTs included the largest number of genes involved in extracellular matrix regulation. Perivascular wall tumors also had the greatest number of significantly upregulated genes involved in the promotion of apoptotic cell death (Table 1).

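*PAWR* was at 166 ± 56.3 CPM in PWT, 87.0 ± 20.8 in PNST (SD, n = 6 each) and 61.4 ± 28.5 in FS (n = 4), a log2 fold change of 1.19 (standard error 0.26, adjusted p = 0.0291 from edgeR's quasi-likelihood test). The call was lost in 7 of 30 alternatives, among them leaving out S2-4 (log2 fold change 1.07) or S2-11 (1.06, adjusted p = 0.0909 from edgeR) and the prefix as a term (0.94, adjusted p = 0.375). Adjusted p-values over the alternatives began at 0.00169.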

Results of the present study may improve our understanding of mechanisms driving the etiology and behavior of canine soft tissue sarcomas and highlight commonalities and differences with other cancer types. Additionally, our results identify potential understudied and tumor-type specific mechanisms that may form the basis of further investigation. For example, our analysis of DEGs between tumors and normal tissues identified gene sets associated with the activation of proto-oncogenes *MYC*, *ZNF217*, and *WT1* (Fig 4). All three are known to play roles in tumorigenesis in a wide variety of cancer types, including soft tissue sarcomas [68–70]. Similarly, our analysis identified upregulation of genes associated with activation of the hypoxia inducible transcription factor, HIF1, in all three tumor types; HIF1 is a known contributor to cancer cell survival in soft tissue sarcomas [71]. It is notable that results obtained for PWTs differed from results obtained for FS and PNST more than the latter two types differed from each other. Of the 23 unique transcription factors shown in Fig 4, gene set enrichment analysis indicated that FS and PNST tumors shared increases or decreases in the function of 22. In contrast, only 14 of 23 transcription factors in PWTs showed the same changes as those indicated in FS and PSNTs. These differences may reflect technical issues with the choice of normal tissue datasets used to identify tumor-type specific DEGs. However, PWTs are heterogenous tumors that arise from several distinct cell types. It is therefore possible that our results are consistent with this heterogeneity and that larger studies with more samples will uncover further molecular distinctions of PWT subtypes [13].

Other results of the present study may highlight differences between soft tissue sarcomas and other cancer types. For example, activation of transcription factors GATA4 and GATA3 was associated with DEGs identified in the present study (Fig 4A). These transcription factors act as tumor suppressors in some cancers [72–75]. However, consistent with results of the present study, their activities promote aggressive behavior in other cancers, including those of mesenchymal origin [76–79]. Our results are therefore consistent with those reported in many previous studies, most of which have been conducted on human tumors, and underscore commonalities in mechanisms responsible for tumorigenesis and cancer behavior in both species. Additionally, results of the present study suggest that previously understudied or novel gene regulatory mechanisms may play roles in canine, and possibly human soft tissue sarcomas. For example, DEGs expressed by canine STS are enriched for genes associated with downregulation of the Friend Leukemia Virus Integration 1 Transcription Factor, FLI1, (Fig 4A). FLI1 acts as a tumor promoter [80, 81], although, interestingly, reduced expression of FLI1 has been shown to induce epithelial-mesenchymal transition in human umbilical vein endothelial cells [82]. Other transcription factors associated with DEGs identified in the present study include FOXP2 and IRX6, neither of which has been well investigated in sarcomas.

Finally, results of the present study may suggest new or improved strategies for targeted treatment of canine soft tissue sarcomas. For example, activation of the proto-oncogenes *MYC*, *ZNF217*, and *WT1* is associated with DEGs expressed by all three tumor types examined in this study (Fig 4), and therapeutic approaches to inhibition of all three in cancers are being developed [83–87]. Our data also suggest that individual tumor types may benefit from tumor type-specific therapeutic approaches. In the present study, FS expressed approximately twice as much KRAS as PNST (S4 Fig). The RAS family of proteins is widely known for their ability to induce cancer, and a drug targeting RAS has recently won FDA approval [88]. Our results also indicate that the Myocyte Enhancer Factor-2 genes MEF2A and MEF2D may play more significant roles in FS than PNST or PWT (Fig 5), and that therapeutic strategies that interfere with MEF2 transcriptional activity [89, 90] may be useful in treating FS. Similarly, the *RELA* proto-oncogene encodes a transcriptionally active subunit of the NF-kB complex that is strongly associated with PNST, but not FS or PWT DEGs (Fig 5) and is being investigated as a therapeutic target [91]. 

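*RAP1A* was at 102 ± 31.1 CPM in PWT, 49.9 ± 8.74 in PNST (SD, n = 6 each) and 44.8 ± 25.1 in FS (n = 4), a log2 fold change of 1.17 in PWT (standard error 0.24, adjusted p = 0.0219 from edgeR's quasi-likelihood test). The call was lost in 6 of 30 alternatives, among them leaving out S2-4 (1.15, adjusted p = 0.0614 from edgeR) or S2-11 (1.00, adjusted p = 0.0717) and the prefix as a term (0.85, adjusted p = 0.309). The lowest adjusted p over the alternatives was 0.000583.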

The Ras-related protein gene *RAP1A* was also one of the most significantly expressed genes specific to PWTs (Table 1) and Rap1A promotes cell migration and metastasis [92, 93]. Inhibitors of factors mediating its activation have been examined for use as anti-cancer agents [94].

In summary, results of the present study demonstrate the utility of RNA-seq analysis using archival samples for the identification and analysis of genes expressed by canine soft tissue sarcomas. Our results also identify gene expression patterns that may by valuable in diagnosing and treating these tumors and suggest the involvement of common, tumor-type specific and novel gene regulatory mechanisms in their development.

## Supporting information

S1 Table Sample metadata. (XLSX) Click here for additional data file.

S2 Table Gene expression levels. (XLSX) Click here for additional data file.

S3 Table Numbers of outlier genes per sample. (XLSX) Click here for additional data file.

S4 Table Enrichment of a human soft tissue sarcoma specific gene set for all canine tissue and tumor comparisons. (XLSX) Click here for additional data file.

S5 Table DEGs identified by comparing gene expression among tumors. (XLSX) Click here for additional data file.

S6 Table DEGs identified by comparison of tumors with normal tissues. (XLSX) Click here for additional data file.

S7 Table Statistical values and genes produced by gene set enrichment analysis. (XLSX) Click here for additional data file.

S8 Table Libraries used for gene set enrichment analysis. (XLSX) Click here for additional data file.

S1 Fig Reproducibility of RNA-seq data. Principal component analysis of results obtained from conducting RNA seq for 9 tumors. Reads were obtained in triplicate runs on different days and the results of conducting principal component analysis using the 500 most variable genes are plotted.
(TIF) Click here for additional data file.

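The 27 runs of the 9 S1 tumors had between 142285 and 2109155 counts on genes each. Over genes, Spearman's rho between runs of the same tumor was at least 0.813, where genes are not independent replicates. A chi-square test of the runs of each tumor gave 1.26 to 2.02 per degree of freedom, where 1 is sampling noise alone. Between different tumors of the same final type, the median rho was 0.871 with the same prefix and 0.874 with another prefix, and between types it was 0.787 and 0.792. These medians pool the types. Pairs of FS had a rho of only 0.741 to 0.809, and pairs of a PNST with a PWT had 0.746 to 0.903. The medians therefore do not show that tumors of every type were most alike among themselves.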

S2 Fig Initial unsupervised clustering of tumors. A) Principal component analysis of RNA seq data obtained from 16 formalin fixed paraffin embedded tumors, showing fibrosarcomas (FS, red), peripheral nerve sheath tumors (PNST, green) and perivascular wall tumors (PWT, blue). Tumor type designations were derived from initial histological analysis. B) Unsupervised K-means clustering of data shown in panel A identifies three tumor types, but agreement with histological designations is incomplete.
(TIF) Click here for additional data file.

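Against the paper's final groups, the adjusted Rand index of the clusters was 0.0517 (jackknife standard error 0.159), and against the prefix it was 0.0293 (jackknife standard error 0.179). With a variance stabilizing transformation, log2 CPM or the 1000 most variable genes in place of rlog values of 500 genes, clusters of 3, 4 and 9 tumors were found. Under each of these settings the index was 0.144 against histology, 0.241 against the final groups and -0.0464 against the prefix. With 2 centres, clusters of 6 and 10 tumors gave 0.0167 against histology, 0.0667 against the final groups and 0.0833 against the prefix.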

S3 Fig Normalized expression values for the 50 most significant differentially expressed genes in canine fibrosarcomas. Gene expression differences were calculated between fibrosarcoma samples and combined data from peripheral nerve sheath and perivascular wall tumors. The 25 most significant genes with an increase (A) and decrease (B) in relative expression are shown.
(TIF) Click here for additional data file.

S4 Fig Normalized expression values for the 50 most significant differentially expressed genes in canine peripheral nerve sheath tumors. Gene expression differences were calculated between peripheral nerve sheath tumor samples and combined data from fibrosarcomas and perivascular wall tumors. The 25 most significant genes with an increase (A) and decrease (B) in relative expression are shown.
(TIF) Click here for additional data file.

S5 Fig Normalized expression values for the 50 most significant differentially expressed genes in canine perivascular wall tumors. Gene expression differences were calculated between perivascular wall tumor samples and combined data from fibrosarcomas and peripheral nerve sheath tumors. The 25 most significant genes with an increase (A) and decrease (B) in relative expression are shown.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

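RNA from formalin-fixed, paraffin-embedded sections of 16 canine soft tissue sarcomas was sequenced. The authors aligned the reads to the ROS-canfam-01 assembly with STAR2 and counted reads per gene with htseq-count, and they deposited these counts without normalization. The counts cover 41818 genes in 34 sequencing runs, 3 for each of the 9 tumors with the prefix S1 and 1 for each of the 7 with the prefix S2, and runs were summed per tumor. The 5 summary lines of htseq-count were left out of all totals. Totals on genes were 507728 to 4311876 counts per tumor, and intervals given for counts cover counting error only. The paper's text does not name the strand setting of the counting, so overlapping and antisense genes, and genes with near-identical copies such as tRNA, snRNA and snoRNA genes, are uncertain. The kind of each gene was read from a RefSeq annotation of another assembly, UU_Cfam_GSD_1.0, for the 39178 genes it names.

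Tumors were grouped by histology (5 FS, 5 PNST and 6 PWT) and by the paper's final assignment (4 FS, 6 PNST and 6 PWT), in which S2-8 and S1-10 had been moved. Each type was compared with both other types pooled, FS also with PNST, and S1 with S2 tumors within type. The test was edgeR 4.0.16 quasi-likelihood (R 4.3.3) with TMM normalization, over the 15408 genes with at least 10 counts in at least 4 tumors. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. DESeq2 1.42.0 with its default settings, the tool named in the paper's methods, was an alternative for every comparison. Both were tested on simulated data with 200 genes changed at least 4-fold, no prefix effect and no difference between the other types. There edgeR recovered 79% to 84% with 3.66% to 5.62% false calls, and DESeq2 84% to 90% with 10.2% to 15.2% false calls. Smaller changes were not simulated.

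Principal components, k-means clusters (3 centres, 25 starts), distances and outlier counts used DESeq2's rlog values of the 500 most variable genes or of DEGs. The rlog values were checked against S2 Table, of which the copy read holds 1999 of the 41818 genes. Permutation tests used 100000 permutations, or every split where the sentence says exact. Counts of DEGs were compared with 100 splits of the tumors into groups of the same sizes with edgeR and with 50 splits with DESeq2. Scores of marker lists were mean z-scores of log2 CPM for Schwann cells, mural cells, fibroblasts, skeletal muscle, epidermis, adipocytes, macrophages, lymphocytes, endothelium and proliferation, with camera and fry from limma 3.58.1 beside the exact tests. ComBat-seq was run from sva 3.50.0.

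Genes were named by a rule written before the data were examined: genes the paper names in its Results 3.1, Table 1 or its discussion of differences between types, the 3 DEGs with the smallest p in each direction of each type, and sex-linked genes as a check of labels. Some genes that meet this rule are not reported here. Genes named outside this rule are said to be chosen after their values were seen. Alternatives set at the same time were DESeq2, RLE and upper quartile normalization, no filter and a filter on a mean count of 10, a model with 3 groups, the prefix as a term, ComBat-seq, S1-10 and S2-8 left out, S1-4 and S1-5 summed, the 10 genes with the highest counts left out, and each tumor left out in turn. For structure they were other transformations, 1000 genes, 2 centres, other genes and linkages, and histology groups. Added after seeing the data were DESeq2 with the prefix as a term, limma-voom, the removal of small RNA genes, the 250 genes with the smallest p of each type, outlier counts and placement on DESeq2 DEGs, placement on other transformations, 1000 genes for distances, gene pairs with CPM scaled over the tested genes, and scores of marker lists in FS without S1-11. The gene set enrichment results of section 3.2 were not analysed here beyond the genes that S7 Table names, since the libraries of gene sets were not used here.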

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

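Chosen only after the results were seen were the tests of depth for *UTY*, of the prefix for the snoRNA share, within prefixes included, and of the DEGs of FS without S1-11. In 117 groups of 4 to 6 tumors of one type, 8 single tumors lay far from the others by Dixon's criterion, and 5.85 are awaited by chance.

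Among the FS, S1-11 had a skeletal muscle list score of 3.02 and a mural cell list score of 1.73, both far above the other 3 FS. Only 2 of the 11 skeletal muscle genes passed the count filter. *NEB* was at 1115 CPM in S1-11 and at most 70.5 in any other tumor, and *ACTA1* at 319 and 194. Of 20 further muscle genes, 70% had their highest level in S1-11, with *TTN* at 9053 CPM against 741 in the next tumor, where chance gives 6.25% and at least 80% had been set as the mark for muscle tissue and under 25% as the mark against it. Muscle tissue in the section may therefore be present, and this value, lying between both marks, leaves it open. Without S1-11, 56.1% of the DEGs of FS in the final groups were still DEGs (817 of 1457, with 911 in all), which argues against muscle tissue in this tumor as the source of most of them. By histology FS had 8 DEGs without S1-11, the fewest of all fits with 1 tumor left out, against 205, so in those groups muscle tissue in S1-11 could be a source. No biological explanation was tested.

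Among the PWT, S2-3 had an epidermis list score of 1.31, far above the other 5 PWT. Of 14 further epidermis genes, 14.3% had their highest level in S2-3 (*DSG1* at 196 CPM against 126 in the next tumor), under the 25% set as the mark against skin. As 4 tumors of FS and PNST had epidermis list scores of 1.04 to 1.39 and the remaining tumors at most -0.346, this share does not decide, and skin in the sample may be present. No biological explanation was tested.

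For 5 named genes, 1 tumor lay far from its type on log2 CPM: *ABCB11* in S1-7 (7.63), *CHPF2* in S2-9 (5.74) and *ADAMTS7* in S2-11 (1.96) among the PWT, and *GNAS* in S2-6 (8.21) and *LOC119873485* in S1-12 (1.39) among the FS. The 95% Poisson interval of the tumor's count covered the nearest tumor in 2 of the 5, *ADAMTS7* with 4 counts and *LOC119873485* with 1 count. Counting error could account for those. For the other 3 the interval did not cover the nearest tumor, but counting error of the nearest tumor was left out. For *CHPF2*, with 68 counts in S2-9 and 67 in S1-7, counting error of both therefore stays open. For the other 3 genes, no other technical or biological explanation was tested.

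A single entry annotated as a pseudogene, *LOC119873143*, took up to 24.4% of the counts on genes of a tumor, and the paper does not discuss it. The 10 genes with the highest counts together took 7.30% to 35.1%. Without these 10 genes PWT had 342 DEGs in the final groups, against 327, 325 of them the same. TMM leaves such genes out of its scaling already, so this does not decide whether a few genes taking most of the counts could be a source of the DEGs. Reads shared with the gene it derives from were not tested.

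The share of counts on snoRNA genes was 15.1% ± 3.91 in the 6 PWT of the final groups, 6.27% ± 2.06 in the 6 PNST and 5.05% ± 3.15 in the 4 FS (SD). PWT minus the other types was 9.36 percentage points (exact permutation test, two-sided, p = 0.000125) and 8.21 in the histology groups (exact permutation test, p = 0.00137). S2 tumors also had more than S1 tumors, by 6.94 points (exact permutation test, p = 0.00734). Within the S2 tumors the difference was 7.58 points (exact permutation test, p = 0.0952, 21 splits), and S1-7, the only PWT among the S1 tumors, had 14.1% against at most 8.79% in the other 8 (exact permutation test, p = 0.111, the smallest that 9 splits give), the outcome set as the mark against the prefix. With tumors permuted within prefixes, the difference was 8.03 points (exact permutation test, p = 0.00529, the smallest that 189 splits give), 6.50 in the histology groups (exact permutation test, p = 0.00635) and 8.92 without S1-10 and S2-8 (exact permutation test, p = 0.00833). This argues against the prefix as the whole source, and any other source, tumor type included, stays open as untested.

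Among the DEGs of PWT in the final groups, 117 of 327 were small RNA genes, all of them higher. Of the 210 other DEGs, 43.8% (92) were still DEGs without small RNA genes, fewer than 50%, the share set beforehand as the mark for small RNA genes taking counts. Their median absolute log2 fold change was 1.40 both before and after, and the highest adjusted p of these genes after it was 0.0641 from edgeR, so fewer genes in the adjustment could also account for the loss, and the 2 readings cannot be told apart.

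S2-8 is labelled male, and 10 genes were counted in the 4 other tumors labelled male and at most once in any labelled female; 5 of them had 0 counts in every female, and all 10 were chosen after their values were seen. S2-8 had a count in 0 of these 10 genes, and 0 of 99 random splits of the same sizes gave as many such genes. *UTY*, the one listed sex-linked gene of 7 found in the counts, was at 31.1 to 70.2 CPM in the 4 other males, at most 1 count in any female and 0 counts in S2-8, which allows up to 1.69 CPM. At the lowest level of the other males 55.0 counts were awaited, which argues against low depth. A sample without a Y chromosome in its cells, by mislabelling or by loss, could give these values, and the data do not part mislabelling from loss. S2-8 is also a tumor that the paper moved from FS to PWT, and whether mislabelling bears on that was not tested.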

How the results depend on the processing

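Tests with DESeq2 with the prefix as a term, limma-voom, small RNA genes left out, the 250 genes with the smallest p, outlier counts and placement on DESeq2 DEGs, placement on other transformations, 1000 genes for distances, pairs with CPM scaled over the tested genes, and list scores without S1-11 were chosen after the data were seen. Over 1023 values under an alternative, 907 kept their direction and their side of the threshold, or stayed within the spread or within 1.5 times the count, 75 moved further, 21 became weaker, 15 stronger and 5 reversed. For named genes these were 589, 0, 20, 14 and 0 of 623, and with 1 tumor left out 328 of 332 kept their call, the other 4 being *RAP1A* and *PAWR* without S2-4 and without S2-11. For no result below was the cause tested, except where fewer genes or tumors are the alternative itself.

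With DESeq2 in place of edgeR, DEGs numbered 761 for FS, 11 for PNST and 233 for PWT in the histology groups, against 205, 0 and 0 (1226 and 2232 genes at an unadjusted p under 0.05 for PNST and PWT). In the final groups they numbered 291 for PNST and 875 for PWT, against 0 (2415 at an unadjusted p under 0.05) and 327, 1774 between FS and PNST against 1099, and 147 between prefixes within type against 0 (2002 at an unadjusted p under 0.05). On simulated data DESeq2 recovered 84% to 90% of changed genes, against 79% to 84% for edgeR, with 10.2% to 15.2% false calls against 3.66% to 5.62%. Only large changes were planted, and the other types did not differ there, so these rates may not hold for the tumors. Without a filter on low counts, FS had 510 DEGs by histology and PWT 1 (*LOC476645*), and in the final groups PNST had 2 (*PTPRN2* and *UNC79*), PWT 128 and the prefix 20. With a mean count of at least 10 the prefix had 5 DEGs (*ALDH3A1*, *LOC100682674*, *LOC111096400*, *LOC119873834* and *TEX14*). With a model of 3 groups, PNST had 1 (*UNC79*) and PWT 1 DEG (*LOC119872409*) by histology, and PNST 170 and PWT 859 in the final groups. With ComBat-seq PNST had 5 DEGs in the final groups (*FBLN2*, *PTPRN2*, *SLC46A1*, *UNC79* and *LOC119867575*). These genes, and all others named in this part beside a count of 5 or fewer, were chosen after their values were seen.

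With the prefix as a term, PWT had 0 DEGs in the final groups, with 1633 genes at an unadjusted p under 0.05. With S1-10 and S2-8 left out, FS had 1028 DEGs and PWT 140 against the histology groups, PWT 140 against the final groups, and 635 were found between FS and PNST. DESeq2 with the prefix as a term gave 853 DEGs for FS and 31 for PWT by histology, and 2229 for FS, 176 for PNST, 92 for PWT and 1780 between FS and PNST in the final groups. Limma-voom gave 4 DEGs for FS by histology (*BMPER*, *F2RL2*, *LOC119872409* and *RIC3*), 8 for PNST in the final groups and 2 for the prefix (*CXCL8* and *TEX14*). Without small RNA genes PWT had 93 DEGs in the final groups.

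With each tumor left out in turn, DEGs by histology ranged from 8 (without S1-11) to 1235 (without S2-8) for FS, and from 0 to 13 (without S1-10) for PWT, and stayed at 0 for PNST. In the final groups they ranged from 911 (without S1-11) to 1583 (without S2-3) for FS, from 11 (without S2-11) to 487 (without S2-7) for PWT, and from 0 to 3 for PNST (*ATAD2*, *FOXRED2* and *UNC79* without S1-7; *UNC79* without S1-3 or S1-5; *LOC119867575* without S1-4). For PWT, 14 were found without S2-4, 148 without S2-3, 153 without S2-9, 212 without S1-9 and 216 without S1-11. Between FS and PNST they ranged from 656 (without S1-10) to 1201 (without S2-3), and between prefixes from 0 to 3 (*LOC100682674*, *LOC119867211* and *LOC119873834* without S1-2; *LOC119873834* without S1-4; *LOC119872741* without S1-7). Earlier-study genes higher in FS ranged from 7 to 10, and those lower in FS from 2 (without S1-11) to 5, against 4, and were 7 with DESeq2.

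The adjusted Rand index with the final groups was 0.241 with the variance stabilizing transformation, with log2 CPM and with 1000 genes, against 0.0517. Component 1 of the DEGs held 42.1% of the variance with DESeq2 DEGs, 65.0% with histology groups and 40.4% with the 250 genes of the smallest p, against 56.8%, and component 2 held 29.5%, 9.46% and 32.2%, against 18.5%. S2-8 was an outlier in 180 DEGs from DESeq2, against 65 from edgeR. The distance of S1-10 to PNST minus that to PWT was 0.969 on the 500 most variable genes, the reverse of -9.33 on DEGs, and -1.32 after ComBat-seq. For S2-8 it was 3.98 on the 500 genes and -1.43 after ComBat-seq, the reverse of 2.18. The genes used after ComBat-seq were DEGs of FS only, so that setting does not decide between PNST and PWT. The distance within FS on DEGs exceeded the others by 14.7 with histology groups (permutation test, p = 0.00158), against 9.61 (permutation test, p = 0.0668). The genes had been selected with S2-8 among the PWT, so a larger distance with S2-8 as an FS was built in. With rlog values 10 genes met the 2-fold criterion for FS, against 16. Without S1-11, differences in list score in FS were reversed for fibroblasts (-0.232 against 0.0905), macrophages (-0.0973 against 0.0750) and lymphocytes (0.179 against -0.137), and mural cell markers were weaker.

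The model with 3 groups and the prefix as a term have no separate value for the comparison of FS with PNST or of the prefixes, since they are those models already. Depth limits genes with few counts: *HOXA9*, *XKR7* and *FBP1* did not reach 10 counts in 4 tumors, and *SALL1* has a lower bound for its fold change only.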

Differences from the paper's values

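For FS by histology, 205 DEGs were found against the paper's 761; of the alternatives set before the data were examined, DESeq2 gave 761, no filter 510 and the 2 reassigned tumors left out 1028, which lie within 1.5 times the paper's value, and the others did not. For PNST by histology, 0 were found (1226 at an unadjusted p under 0.05) against the paper's 11, and for PWT 0 (2232) against the paper's 233; only DESeq2, which gave 11 and 233, closed these gaps. In the final groups, PNST had 0 DEGs (2415 at an unadjusted p under 0.05) against the paper's 291, which only DESeq2 reached, with 291. PWT had 327 against the paper's 875; DESeq2 gave 875 and the model with 3 groups 859, and no other alternative came within 1.5 times. Summed over the 3 types, 1784 DEGs were found against the paper's 3256; DESeq2 gave 3256 and the model with 3 groups 2694, and the other alternatives set before did not come within 1.5 times, while DESeq2 with the prefix as a term, chosen after seeing the values, gave 2497. DESeq2 is the tool that the paper's methods name.

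On the top DEGs, component 2 held 18.5% of the variance against the paper's 29.6%, and with DEGs from DESeq2 it held 29.5%; the other alternatives set before did not close the gap, and the 250 genes with the smallest p, chosen after seeing the values, gave 32.2%. The mean rlog value, in the other types, of the genes lower in FS was 7.83 against the paper's 5.27, and no alternative was run for it. S2-8 was an outlier in 65 DEGs against the paper's 180 in a supplement; the other transformations set before the data were examined gave 63 and 69, and DESeq2 DEGs, chosen after seeing the values, gave 180. Single-gene markers of FS numbered 16 against the paper's 10, and rlog values gave 10, of which 9 are among the paper's. Of the genes of the earlier study lower in FS, 4 were DEGs against the paper's 7; DESeq2 gave 7, ComBat-seq 6 and the model with 3 groups and the fit without S1-2 gave 5 each.

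The paper lists *TTN* as higher in PWT, while its log2 fold change from edgeR was -2.03; it was 2.76 with DESeq2 and 2.80 with edgeR without S1-11. The paper names *CDK1*, *CCNA2*, *KIF11*, *ABCA2* and *SEZ6L2* as DEGs of PNST, and edgeR called none of these 5, with adjusted p-values of 0.0950 to 0.132; DESeq2 and the model with 3 groups called all 5, and of the settings chosen after seeing the values, DESeq2 with the prefix as a term called *CDK1*, *KIF11* and *SEZ6L2*, and limma-voom called *SEZ6L2*. The paper places S2-8 with PWT. The automatic reassignment used for the random labelings moved it to PNST. It also lay nearer PNST after ComBat-seq, but on DEGs of FS only, which does not decide between PNST and PWT. On genes selected for PNST in S1 tumors it ranked first of the S2 tumors. In the other settings of the distances it lay nearer PWT. The paper places S1-10 with PNST, while on the 500 most variable genes it lay nearer PWT, by 0.969.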

Other observations

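Chosen only after results were seen were the model with a prefix term as a test of the prefix, the ranking of held-out tumors without S1-10 and S2-8, list scores without S1-11, and silhouette widths after reassignment. Splits of the tumors into random groups of the same sizes, the real one included, gave as many DEGs in 1 of 100 for FS by histology, 100 of 100 for PNST and for PWT by histology, 1 of 100 for FS, 100 of 100 for PNST and 1 of 100 for PWT in the final groups, 1 of 100 between FS and PNST, and 100 of 100 between prefixes within type, where edgeR found 0 DEGs in each case of 100 (2002 genes at an unadjusted p under 0.05 between prefixes). With DESeq2, of 50 splits, 1, 20 and 2 gave as many for FS, PNST and PWT by histology, and 1, 3 and 1 in the final groups. Of the 7 random splits at least as uneven in prefix as PNST, S1-2 with S2-3, S2-4, S2-6, S2-8 and S2-9 gave 313 DEGs with DESeq2 against 291 for PNST, and the other 6 at most 103; with the prefix as a term, DESeq2 called 176 for PNST, 95 of them among the 291.

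Whether the prefix could be the whole source of the DEGs was tested by selecting genes for a type among tumors of one prefix and ranking the tumors of the other. On genes selected for PWT in S2 tumors, S1-7 ranked 2 of 9, behind S1-10, and on genes selected for PNST in S1 tumors, S2-7 ranked 3 of 7, behind the PWT S2-8 and S2-11; first place had been set beforehand as the mark against the prefix and any other as the mark for it, so both outcomes were those set for the prefix, each with 1 tumor. For FS, S2-6 ranked 1 of 7, so 1 of 3 tumors ranked first. Without S1-10 and S2-8, a test chosen after this result, all 3 tumors ranked first. S1-10 had ranked ahead of S1-7 and S2-8 ahead of S2-7, so leaving them out favours this outcome, and it does not decide. On simulated counts, 3 of 20 draws ranked the tumor first with a prefix effect alone and 3 of 20 with no effect. With a type effect, 20 of 20 draws did. With a prefix term, 1268 of 1457 DEGs of FS were still DEGs, which argues against the prefix as the whole source for FS. For PWT 0 of 327 were with edgeR, while 84.7% of their median log2 fold change was left, and more than 75% had been set as the mark against the prefix. In DESeq2's model with a prefix term, 67 of 875 DEGs of PWT and 95 of 291 of PNST were still DEGs. On genes selected between S2 PWT and S1 PNST, held-out S1-7 lay at 0.591 and S2-7 at 0.535, a difference of 0.0562 with 1 tumor each, in the direction set as the mark against the prefix. For the DEGs of PWT and PNST as a set, prefix and type cannot be told apart here, since each has 1 tumor in one of the prefixes.

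The gain in DEGs after reassignment could come from the step itself. With limma, 1 of 100 labelings, the real one, gained as many and 1 of 100 had as many DEGs afterwards. This argues against a gain that the step gives to any labels. Most random labelings had 0 DEGs before the step, against 54 with the real labels. What the step adds to labels that already part the types is therefore not shown. Selection of genes by the labels could part any 3 groups; 1 of 100 labelings, the real final groups, did so as well by mean silhouette width, and 1 of 100 after each random labeling had its own reassignment, which argues against selection alone, while the histology groups gave a width of 0.518, against 0.703 in the final groups. The reassignment step moved both S1-10 and S2-8 to PNST, and with the paper's own final groups 1730 DEGs were found, against 1524. S1-4 and S1-5 differed with a chi-square of 12.1 per degree of freedom, which argues against one library deposited as both and leaves open whether they are 2 samples of one dog. After sampling to equal totals, 68.2% of the excess distance within FS was left, which argues against library size as its source.

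Whether the proliferation list follows the mitotic count was tested over 16 tumors, with Pearson's r of 0.650 (permutation test, p = 0.0141) and Spearman's rho of 0.445 (permutation test, p = 0.0867), which did not reach the mark set beforehand. Without S2-6 and S1-12, the farthest from the median, r was 0.303 (permutation test, p = 0.285) and rho 0.292 (permutation test, p = 0.309); neither was left out alone, and S1-12, with 25 mitoses, had a score of -0.148, below the mean. Within S1 tumors r was 0.180 (permutation test, p = 0.669) and rho 0.343 (p = 0.364, same permutation test), and within S2 tumors r was 0.899 (permutation test, p = 0.0180) and rho 0.505 (permutation test, p = 0.252). S1-10, the PNST with the most mitoses (22), ranked 6 of 6 in the score where first place had been set as the mark for mitotic activity; 1 tumor does not decide this. The score was higher in FS by 1.18 (exact permutation test, p = 0.00989, adjusted 0.148), and by 1.13 in the histology groups (exact permutation test, p = 0.00412).

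Lists of markers were compared between each type and the others in 30 relations, none of which had an adjusted p-value under 0.05 by exact permutation tests. As marks of a cell of origin, Schwann cell markers differed by 0.325 in PNST (exact permutation p = 0.0421, adjusted 0.232; 0.133 within S1 tumors, p = 0.548), mural cell markers by -0.562 in PWT (exact permutation p = 0.0908, adjusted 0.340) and fibroblast markers by 0.0905 in FS (exact permutation p = 0.768, adjusted 0.970), and these leave the question open, though the unadjusted p for Schwann cells met the mark set for it and the others did not. Mural cell markers were higher in FS by 0.768 (exact permutation p = 0.0346, adjusted 0.232), and by 0.382 without S1-11 (exact permutation p = 0.211). In FS, differences were 0.839 for skeletal muscle, 0.371 for epidermis, -0.0802 for adipocytes, 0.0750 for macrophages, -0.137 for lymphocytes and -0.110 for endothelium, with exact permutation p-values of 0.105 to 0.874. Without S1-11 the difference for skeletal muscle was 0.0415 (exact permutation p = 0.927), so it rests on this tumor.

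Whether DESeq2's replacement of extreme counts gives *TTN* its direction in PWT was tested by turning the replacement off, and the log2 fold change was then -2.07, against 2.76 with it; without S1-11 it was 2.77 with DESeq2. This is consistent with the replacement of the count of S1-11 as the source of the direction.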
